# P75 neurotrophin receptor controls subventricular zone neural stem cell migration after stroke

**DOI:** 10.1007/s00441-021-03539-z

**Published:** 2021-10-26

**Authors:** Sachin S. Deshpande, Subash C. Malik, Pasquale Conforti, Jia-di Lin, Yu-Hsuan Chu, Suvra Nath, Franziska Greulich, Meike-Ast Dumbach, N. Henriette Uhlenhaut, Christian Schachtrup

**Keywords:** Neurotrophin receptor, Ischemic stroke, Vascular damage, Bone morphogenetic protein, Stem cell migration, Cytoskeleton

## Abstract

Stroke is the leading cause of adult disability. Endogenous neural stem/progenitor cells (NSPCs) originating from the subventricular zone (SVZ) contribute to the brain repair process. However, molecular mechanisms underlying CNS disease-induced SVZ NSPC-redirected migration to the lesion area are poorly understood. Here, we show that genetic depletion of the p75 neurotrophin receptor (*p75*^*NTR−/−*^) in mice reduced SVZ NSPC migration towards the lesion area after cortical injury and that *p75*^*NTR−/−*^ NSPCs failed to migrate upon BDNF stimulation in vitro. Cortical injury rapidly increased p75^NTR^ abundance in SVZ NSPCs via bone morphogenetic protein (BMP) receptor signaling. SVZ-derived *p75*^*NTR−/−*^ NSPCs revealed an altered cytoskeletal network- and small GTPase family-related gene and protein expression. In accordance, BMP-treated non-migrating *p75*^*NTR−/−*^ NSPCs revealed an altered morphology and α-tubulin expression compared to BMP-treated migrating wild-type NSPCs. We propose that BMP-induced p75^NTR^ abundance in NSPCs is a regulator of SVZ NSPC migration to the lesion area via regulation of the cytoskeleton following cortical injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00441-021-03539-z.

## Introduction

There is limited brain repair and recovery after stroke. Neural stem/progenitor cells (NSPCs) originating from the subventricular zone (SVZ) are an endogenous source for cell replacement and brain repair (Benner et al. 2013; Faiz et al. 2015; Pous et al. 2020). Pathological states, such as stroke, induce dynamic changes in the NSPC niche environment and trigger a regenerative response from the SVZ niche, leading to increased proliferation of NSPCs, their redirected migration towards the lesion area, and potential cell engraftment (Arvidsson et al. 2002; Kojima et al. 2010; Thored et al. 2006). However, the underlying mechanisms of SVZ NSPC activation, migration, differentiation, and cell engraftment are still poorly understood.

Under homeostatic conditions, a fine-tuned cellular and molecular niche environment coordinates continuous SVZ neurogenesis. In the adult rodent brain SVZ, astrocyte-like type B stem cells generate type C transit amplifying cells and subsequently doublecortin-positive (DCX +) neuroblasts. We collectively refer to B and C cells as NSPCs. Neuroblasts leave the SVZ and migrate long distances through the rostral migratory stream to the olfactory bulb (OBs) to become interneurons (Doetsch et al. 1999; Lois and Alvarez-Buylla 1994; Obernier and Alvarez-Buylla 2019). Upon cortical brain injury, the altered cell- or blood-derived signals from the injury site are sought to attract the SVZ-derived NSPCs to migrate towards the lesion area contributing to brain repair (Kojima et al. 2010; Ohab et al. 2006; Thored et al. 2007). Upon stroke, SVZ-derived NSPCs of the adult SVZ primarily differentiate into astrocytes and contribute to brain repair at the lesion site (Benner et al. 2013; Faiz et al. 2015; Pous et al. 2020). Understanding the molecular mechanisms that mediate the initiation of migration of newly born SVZ-derived NSPCs towards the cortical lesion area after stroke is instrumental for harnessing these cells for brain repair.

The p75 neurotrophin receptor (p75^NTR^), a member of the tumor necrosis factor receptor (TNFR) superfamily, participates in multiple intracellular signaling pathways to regulate a wide range of biological functions that can either promote or inhibit the overall process of tissue repair (Barker 2004; Dechant and Barde 2002; Hempstead 2002; Malik et al. 2021). P75^NTR^ is expressed in the nervous system in adult hippocampal (Bernabeu and Longo 2010; Catts et al. 2008; Colditz et al. 2010) and SVZ NSPCs (Young et al. 2007). The p75^NTR^ expression has been shown to define a population of neurotrophin-responsive neurogenic NSPCs and p75^NTR^ is suggested to regulate neurotrophin-fostered neuroblast migration in the rostral migratory stream towards the OBs to ensure proper neurogenesis in the healthy brain (Snapyan et al. 2009; Young et al. 2007). However, the role for p75^NTR^ in the CNS disease-induced SVZ-derived NSPC migration towards the cortical lesion site is unknown. Here, we show that p75^NTR^ is necessary for SVZ-derived newborn NSPC migration towards the cortical lesion area after stroke. P75^NTR^ is rapidly upregulated in SVZ NSPCs via bone morphogenetic protein (BMP) receptor signaling. *P75*^*NTR−/−*^ NSPCs showed an altered cytoskeleton organization, revealed by differential mRNA expression related to the activation status of the small GTPase family and cytoskeletal network changes, potentially leading to an impaired BDNF-mediated migration. Mechanistically, the altered niche environment after stroke with increased BMP-2 expression rapidly induces p75^NTR^ abundance in NSPCs, which might potentially change the cytoskeletal organization in NSPCs and guiding their migration towards the injury site. Thus, we propose that p75^NTR^ serves as a molecular link between the altered SVZ stem cell niche environment and endogenous SVZ-derived NSPC contribution to brain repair by controlling NSPC migration.

## Materials and methods

### Animals

For analysis of SVZ NSPCs, *Nestin-CreER*^*T2*^ mice (Lagace et al. 2007) were crossed with *YFP*^*fl*^ mice (Srinivas et al. 2001), resulting in *Nestin-CreER*^*T2*^*;YFP*^*fl*^ mice. For analyzing the role of the p75 neurotrophin receptor (p75^NTR^) in SVZ NSPCs, *Nestin-CreER*^*T2*^*;YFP*^*fl*^ mice were crossed with *p75*^*NTR−/−*^ mice (Lee et al. 1992). C57BL/6 J‐inbred mice deficient for *p75*^*NTR*^ were used for NSPC isolation and culture. All mice were in C57Bl/6 background crossed for more than ten generations and littermates were used in all experiments. Adult mice (8–12 weeks of age) of both sexes were used for experiments. Mice were housed under a 12-h light/dark cycle. Up to five animals per cage were housed. They were fed standard chow and had access to food and water ad libitum. All animal experiments were approved by the Federal Ministry for Nature, Environment and Consumers Protection of the state of Baden-Württemberg and were performed in accordance to the respective national, federal, and institutional regulations.

### Tamoxifen treatment

For the induction of Cre recombinase activity in the adult SVZ NSPCs, tamoxifen (Sigma-Aldrich) dissolved in corn oil (20 mg/mL) was injected intraperitoneally at 180 mg/kg/day for 5 consecutive days in the *Nestin-CreER*^*T2*^*;YFP*^*fl*^ and the *p75*^*NTR−/−*^*:Nestin-CreER*^*T2*^*;YFP*^*fl*^, as previously described (Lagace et al. 2007).

### Cortical brain injury and EdU labeling regime

Photothrombotic ischemia (PT) was performed to induce stroke in the cortex of adult mice (Labat-gest and Tomasi 2013; Pous et al. 2020). Briefly, 15 min post injection of the photosensitive dye Rose Bengal (Sigma-Aldrich; 10 μl/g body weight, intraperitoneally), a cold light illuminator of 150 W intensity was applied stereotaxically (bregma 0; mediolateral [ML], − 2.4 mm according to Paxinos and Watson). The region of interest (4 mm diameter) was illuminated for 6 min, and after the light exposure was stopped, the wound was sutured. To label the proliferating cells in the SVZ, C57BL/6 and *p75*^*NTR−/−*^ mice were intraperitoneally injected with EdU (50 mg/kg body weight, Invitrogen). Mice received one injection of EdU 1 day prior to PT for the PT day 1 and day 3 experiments.

### Stereotactic injection of BDNF

*Nestin-CreER*^*T2*^*;YFP*^*fl*^ mice were used for stereotactic injection of BDNF; controls received 0.9% NaCl. The mice were anesthetized with isofluran and placed in the stereotaxic apparatus. BDNF (0.1 µg in 1 µl of 0.9% NaCl per mouse; PeproTech, #450–02) or 0.9% NaCl (as control) was slowly injected (0.2 μl/min) with a 10-μl Hamilton syringe attached to a 33-gauge needle into mouse cortex (anteroposterior [AP], 0.0 mm; mediolateral [ML], − 1.0 mm; dorsoventral [DV], − 2.00 mm from bregma according to Paxinos and Watson).

### Immunohistochemistry

Mice were transcardially perfused with ice-cold saline, followed by 4% paraformaldehyde in phosphate buffer, and 30 µm sections were cut after cryoprotection. Analysis of the brain tissue was performed as described (Schachtrup et al. 2010). For EdU detection, we used the Click-iT™ Plus EdU Imaging kit (Fisher Scientific) according to manufacturer’s protocol and for the detection of apoptotic cells, we used the ApopTag kit according to the manufacturer’s instructions (Merck). Primary antibodies used were rabbit anti-p75^NTR^ (1:500; Millipore, #1554), chicken anti-DCX (1:500; Abcam, #ab153668), goat anti-GFP (1:1000; Abcam, #ab5450), rabbit anti-GFP (1:1000; Life Technology), human anti-fibrinogen (1:2000; US BioLogical, #F4203-02F), guinea pig anti-S100ß (1:2000; SYSY Synaptic Systems, #287,004), rabbit anti-BMP-2 (1:200; Abcam, #ab6285), rabbit anti-BMP-4 (1:200; Abcam), goat anti-nestin (1:500; Santa Cruz Biotechnology), guinea pig anti-DCX (1:1000; Millipore), rabbit anti-GFAP (1:2000; Abcam), rat anti-GFAP (1:1000; Life Technologies), rabbit anti-BDNF (1:1000; Abcam, #ab108319), and sheep anti-Thbs4 (1:1000; R&D Systems, #AF7860). Secondary antibodies used included donkey antibodies to rabbit, rat, guinea pig, mouse, sheep, and goat conjugated with Alexa Fluor 488, 594, 647, or 405 (1:200, Jackson ImmunoResearch Laboratories). Sections were cover-slipped with 4′,6-diamidino-2-phenylindole (DAPI) (Southern Biotechnology).

### Culture of adult SVZ NSPCs

SVZ-derived NSPCs were isolated and cultured (Bohrer et al. 2015; Reynolds and Weiss 1992). SVZ-derived NSPCs were isolated to generate neurospheres (Reynolds and Weiss 1992). Briefly, the dissected adult mouse SVZ tissue was dissociated with 0.25% trypsin/HBSS and cells were cultured at a density of 50,000 cells in 25 cm^2^ culture flasks in Neurobasal-A medium (GIBCO) containing B27 with vitamin A, Pen/Strep (1%), GlutaMax (1%), glutamine (0.5%), rhFGF2 (20 ng/ml) (all from Invitrogen), and rhEGF (20 ng/ml; Sigma-Aldrich) for generation of the non-adherent neurosphere culture. For differentiation assays, SVZ NSPCs were plated on laminin (0.1 mg/ml, Sigma 2020) and poly-*D*-lysine (Millipore) coated eight-well glass slides (BD Falcon) in NSPC culture medium without rhFGF2 and rhEGF. NSPCs were treated with BMP-2 (0.5 ng/ml; Peprotech), BDNF (100 ng/ml; Peprotech) or FBS (1%). SVZ NSPCs were differentiated as indicated, fixed in 4% paraformaldehyde in phosphate buffer, and processed for immunocytochemistry. For P-Smad1/5/8 analysis, nuclear immunoreactivity was measured using the Zen Blue software. For inhibitory assays, cells were pretreated 1 h before BMP-2 (1 ng/ml; Peprotech) treatment with LDN193189 dihydrochloride, blocking BMP signaling by antagonizing the intracellular kinase domain of BMP type I receptors (500 nM; Sigma) (Engers et al. 2011). For cell migration assays, neurospheres were plated on laminin (1 µg/ml; Sigma-Aldrich) coated 22 × 22-mm cover glasses (Corning) and cultured in NSPC culture medium without rhFGF2 and rhEGF. NSPCs were treated after 1 h with BMP-2 (1 ng/ml; Peprotech) or BDNF (100 ng/ml; Peprotech). NSPCs migrated out of neurospheres for 6 h and were fixed in 4% paraformaldehyde in phosphate buffer and processed for immunocytochemistry. The quantification was performed as described (Morales-Garcia et al. 2011). Briefly, the farthest distance of cell migration from a neurosphere-derived cell, which is still in contact with the neurosphere, was measured from the edge of the sphere (Fig. 3e). At least 20 plated neurospheres per condition were analyzed.

### Immunocytochemistry

Cells were rinsed with ice-cold PBS, fixed in 4% PFA for 30 min at 4 °C, washed three times with PBS, permeabilized for 10 min at 4 °C in PBS plus 0.1% Triton X-100 (by volume), blocked in PBS with 5% BSA for 30 min at 4 °C, and washed three times in PBS. The primary antibodies used were rabbit anti-P-smad1/5/8 (1:1000; Cell Signaling), goat anti-nestin (1:500; Santa Cruz Biotechnology), phalloidin (1:5000; Abcam, #ab176753), anti-α-tubulin (1:1000; Sigma-Aldrich), and secondary antibodies used included donkey antibodies to rat, rabbit, and mouse conjugated with Alexa Fluor 488, 594 or FITC (1:200, Jackson ImmunoResearch Laboratories).

### RNA isolation and quantitative PCR

RNA was isolated from primary NSPCs and quantitative real-Time PCR was performed (Schachtrup et al. 2015). The following primers were used:

*p75*^*NTR*^*:* Fwd 5′-CTAGGGGTGTCCTTTGGAGGT-3′

Rev 5′-CAGGGTTCACACACGGTCT-3′

*Gapdh:* Fwd 5′-CAAGGCCGAGATGGGA-3′

Rev 5′-GGCCTCCCCCATTTGAT-3′

### RNA sequencing (RNA-Seq)

RNA isolation from primary adult *p75*^*NTR*−/−^ and WT NSPCs was performed as described previously (Pfurr et al. 2017). Briefly, the quality of the RNA was verified using an Agilent 2100 Bioanalyzer with RNA 6000 Nano Reagents (Agilent Technologies). Library preparation and rRNA depletion was performed using the TruSeq Stranded mRNA Library Prep Kit (Illumina) starting with 500 ng RNA as input for each sample. NGS data quality was assessed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Gene-level quantification was performed with Salmon version 0.10.2 (Patro et al. 2017). Settings were -libType A, -gcBias, and -biasSpeedSamp 5 using the mm10 (GRCm38.p6) reference transcriptome provided by Ensembl (Cunningham et al. 2019). Gene count normalization and differential expression analysis was performed with DESeq2 version 1.22.0 (Love et al. 2014) after import of gene-level estimates with “tximport” (Soneson et al. 2015) in R (R version 3.6.1 (Team RC, 2017)). For gene annotation, Ensembl gene Ids were mapped to MGI symbols using the Bioconductor package “biomaRt” version 2.38 (Durinck et al. 2009) and genome information was provided by Ensembl (GRCm38.p6 (Cunningham et al. 2019). Genes with a minimal mean count across samples (baseMean) of 50, fold change of 1.5 × and Benjamin–Hochberg-adjusted *p* value < 0.05 were called significantly changed. Volcano plots were generated with the “ggplot2” R package (version 3.2.1) and heatmaps using the “qplots” package (version 3.0.1.1, https://github.com/talgalili/gplots/). Functional enrichment according to gene ontology was carried out using gProfiler and the plot was made considering all significantly upregulated GOTerm pathways of differentially downregulated genes (*p* value < 0.05; fold change > 1 × , top 100 genes) under “Biological Process” using ggplot2 package in R.

### Immunoblots

For the detection of FBS and BMP-induced p75^NTR^ expression by adult NSPCs, primary cells were treated with FBS (16.6%; Gibco™ 10,270,106) or BMP (3 ng/ml; Peprotech) for the indicated time points. For blocking experiments, adult NSPCs were treated with 3 ng/ml BMP (Peprotech) for 1 day and pretreated 1 h before BMP treatment with the BMP type I receptor inhibitor LDN193189 dihydrochloride (500 nM; Sigma). For the detection of ArhGap5, WT and *p75*^*NTR−/−*^ NSPCs under proliferation conditions were harvested (NSPC medium containing rhFGF2 (20 ng/ml, Invitrogen) and rhEGF (20 ng/ml, Sigma-Aldrich). NSPC cytoplasmic and nuclear fractions were prepared using the Active Motif kit (Active Motif 54,001). For detection of P-Smad1/5/8, WT and *p75*^*NTR−/−*^ NSPCs were treated with 0.5 ng/ml BMP-2 (Peprotech) for 1 h. For the detection of BDNF expression 3 days after photothrombosis, the cortical lesion was micro-dissected under the microscope and the tissue was homogenized using the Precellys 24 Tissue Homogenizer. The following primary antibodies were used: rabbit anti-p75^NTR^ (1:2000, Cell Signaling, D4B3), P-Smad1/5/8 (1:1000, Cell Signaling), rabbit anti-Smad1 (1:1000, Cell Signaling), rabbit anti-GAPDH (1:1000, Cell Signaling), rabbit ArhGap5 (1:2000, Cell Signaling), and rabbit anti-BDNF (1:1000, Abcam, #ab108319).

### ImageJ quantification

The Western blots were quantified using ImageJ (http://rsbweb.nih.gov/ij/) with the Gel analysis tool. Densitometry was performed with values for each band normalized to corresponding GAPDH loading controls from the same membrane.

### Microscopy and image acquisition and analysis

For microscopy and image acquisition, Leica TCS SP8 Confocal and Axioplan 2 Imaging epifluorescence were used. For colocalization analysis, images from sagittal and coronal brain sections were acquired with a Leica TCS SP8 laser confocal microscope with 20 × and 40 × oil immersion objectives. Images were generated from z-stack projections (0.5–1.0 µm per stack) through a distance of 15–18 µm per brain section. The colocalization of different markers was analyzed with the LAS AF analysis software by displaying the z-stacks as maximum intensity projections and using axis clipping and the rotation of the 3D-rendered images. For immunoreactivity (IR) analysis, the Leica software was used, and total IR was calculated as percentage area density defined as the number of pixels (positively stained areas) in a multiple projection image divided by the total number of stacks in the imaged field. For colocalization and immunoreactivity analysis, images were analyzed and averaged on at least 4 randomly selected brain sections in the SVZ and in a defined area in the cortical lesion. A white dashed line (Fig. 1c) was drawn at 200 µm distance from the lesion center (yellow dashed line). Quantification of cells was performed within this area per section. For immunoreactivity analysis of α-tubulin in neurospheres, images were acquired with a Leica TCS SP8 laser confocal microscope with 63 × with 2 × zoom and total immunoreactivity per area was calculated using the LasX software on a total of 20 neurospheres. For cell culture assays, images used for quantifications were acquired with an Axioplan 2 Imaging epifluorescence microscope with 20 × and 40 × objective and analyzed with the AxioVision image analysis software (Carl Zeiss). The images were quantified with Zen Blue. To quantify nuclear P-Smad1/5/8 immunoreactivity in SVZ NSPCs, DAPI + nuclei were selected and quantified using Zen Blue. At least 80 nuclei per image were quantified and the P-Smad1/5/8 immunoreactivity values were averaged. The representative images were acquired with a Leica TCS SP8 laser confocal microscope with 10 × , 20 × , and 63 × oil immersion objectives. Images were generated from z-stack projections (0.35–1.0 µm per stack) through a distance of 1–12 µm.

**Fig. 1:**
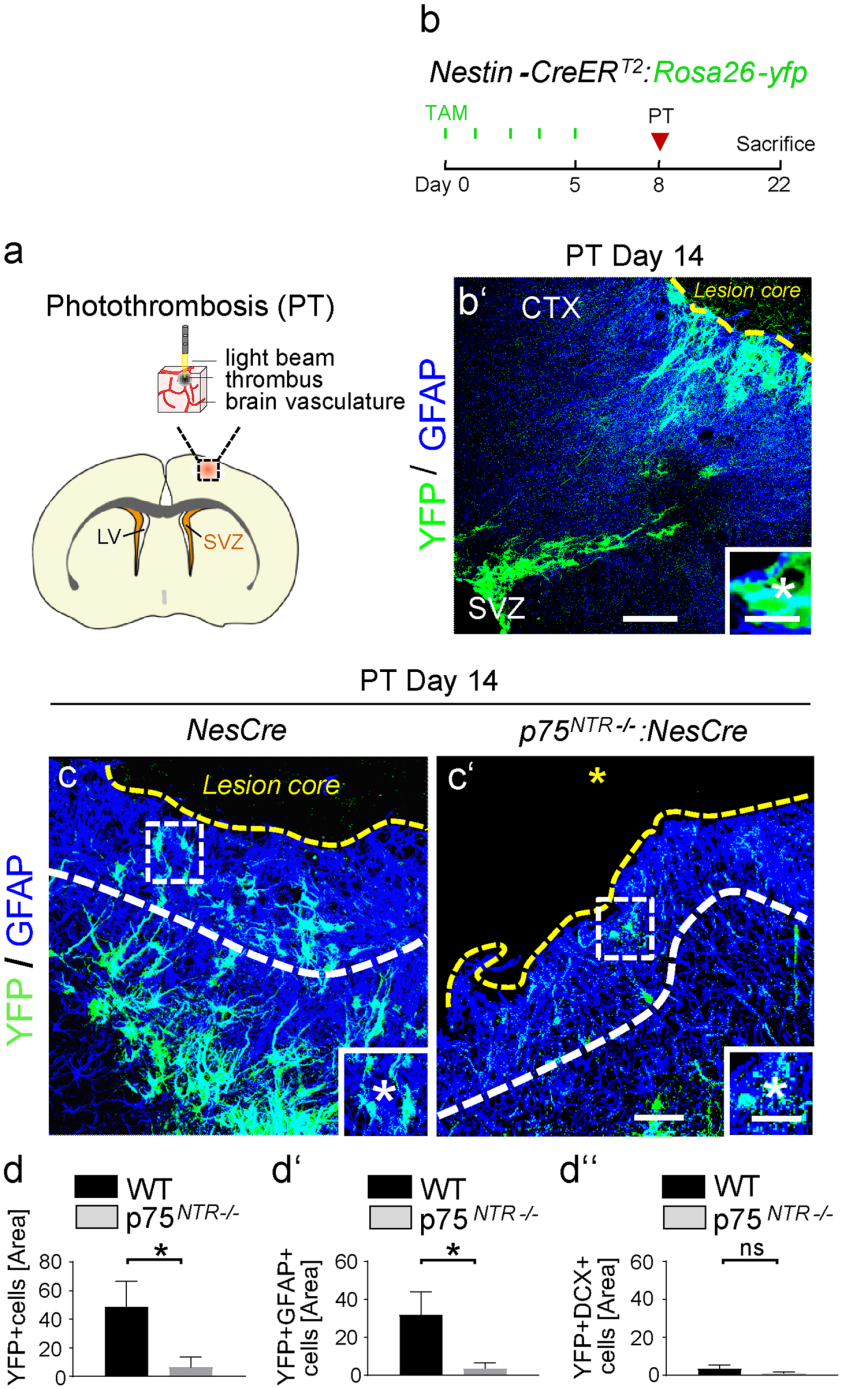
Decreased number of SVZ-derived NSPCs migrating towards the lesion area 14 days after PT in *p75*^*NTR*−/−^ mice. **a** The photothrombotic ischemia (PT) mouse model for cortical ischemic stroke. **b** The experimental setup for photothrombosis using the *Nestin-CreER*^*T2*^*;Rosa26-yfp* mice. **b ‘** Low-magnification image showing immunolabeling for YFP (green) in combination with GFAP (blue) in coronal brain sections of adult mice 14 days after PT. Enlarged image at the bottom showing SVZ-derived newborn astrocyte (asterisk) in the cortical lesion area. Distinction between lesion core and penumbra by dashed yellow line (adapted from Wanner et al. 2013 (Wanner et al. 2013) by absence of astroglia in the lesion core. **c**, **c ‘** Representative images with immunolabeling for YFP (green) and GFAP (blue) of *p75*^*NTR−/−*^ mice compared to WT mice 14 days after PT. White boxes indicating enlargement of cells in the penumbra at the bottom. Yellow dashed line delineating the lesion core. Quantification area between yellow and white dashed line in the penumbra. **d**, **d ‘‘** Quantification of YFP + , YFP + GFAP + , and YFP + DCX + SVZ-derived cells in the penumbra area per section. Scale bars = 100 μm (**b‘**), 7 μm (**b ‘** enlargement), 80 μm (**c**, **c‘**), 20 μm (**c**, **c ‘** enlargement). Values are mean ± SEM. (*p* values calculated by Student’s *t* test; ns, not significant, *p < 0.05. *n* = 4 (**d**, **d ‘‘** WT mice), *n* = 5 (**d**, **d ‘‘** *p75*^*NTR−/−*^ mice). CTX, cortex; SVZ, subventricular zone

### Data availability

RNA-Seq data reported in this paper are available with the GEO accession number GSE152396. Source data are provided as a source data file. All other data are available from the corresponding author upon reasonable request.

### Statistical Analysis

Data are shown as means ± SEM. Differences between groups were examined by one-way ANOVA for multiple comparisons, followed by Bonferroni’s correction for comparison of means. Differences between isolated pairs were examined by Student’s *t* test.

## Results

### Genetic depletion of p75^NTR^ reduces SVZ-derived NSPC migration to the lesion area after cortical injury

After injury, NSPCs originating from the SVZ change their migration path. Instead of migrating to the OBs and becoming neurons, they migrate towards the lesion area and differentiate mainly into astrocytes (Benner et al. 2013; Pous et al. 2020). To investigate the role of p75^NTR^ in the regulation of SVZ NSPC migration towards the lesion area, we established the photothrombotic ischemia stroke model (Labat-gest and Tomasi 2013) (Fig. 1a) and used the tamoxifen-inducible *Nestin-CreER*^*T2*^*;YFP*^*fl*^ reporter transgenic mice (Lagace et al. 2007) for cell tracking of SVZ-derived NSPCs to the cortical lesion area (Fig. 1b, b ‘). Immunolabeling of SVZ-derived YFP + (green) cells in combination with either GFAP (blue), labeling SVZ-derived newborn astrocytes or DCX (blue), labeling newborn neuroblasts, and in combination with p75^NTR^ (red), revealed p75^NTR^ expression in these migrating cells (Fig. S1a, b), suggesting the p75^NTR^ might be involved in the migration of SVZ NSPCs towards the lesion area after photothrombosis (PT). Remarkably, loss of p75^NTR^ using the *p75*^*NTR−/−*^ mouse line, revealed a ~ 90% reduction of SVZ-derived YFP + cells and a ~ 85% reduction in the number of SVZ-derived newborn astrocytes (YFP + GFAP +) in the lesion area compared to control mice, while only very few SVZ-derived neuroblasts (YFP + DCX +) migrated to the lesion area (Fig. 1c, d ‘‘). PT evokes rapid changes of the SVZ NSPC fate (Pous et al. 2020). To rule out a potential role of p75^NTR^ in SVZ NSPC proliferation, apoptosis and differentiation causative for the reduced number of SVZ-derived NSPCs in the lesion area, we next analyzed the NSPC behavior within the SVZ immediately after PT. No significant differences in newborn Thbs4 + astrocyte formation, cell death, and proliferation in the SVZ stem cell niche between *p75*^*NTR−/−*^ and WT mice after PT was detected (Figs. 2 and S1c, d).

**Fig. 2:**
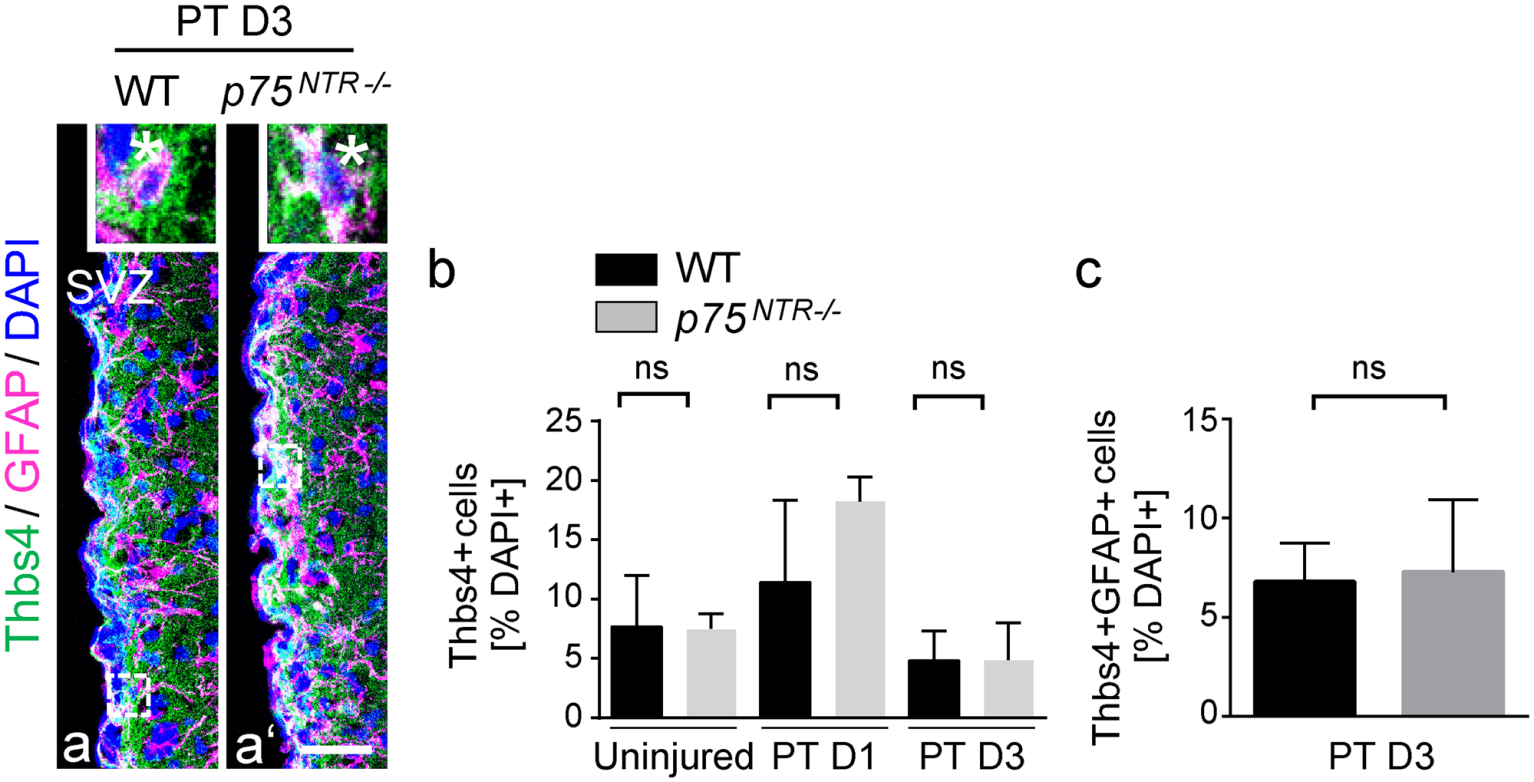
No changes in Thbs4 cells in the SVZ after PT in *p75*^*NTR*−/−^ mice. **a**, **a’** Representative images with immunolabeling for Thbs4 (green) in combination with GFAP (magenta) in the SVZ of *p75*^*NTR−/−*^ mice compared to WT mice 3 days after PT. Enlargement of region indicated by rectangles depicting a representative Thbs4 + GFAP + cell 3 days after PT (top, white star indicating a double-positive cell). **b** Quantification of the % of Thbs4 + cells in the SVZ at D1 and D3 after PT. **c** Quantification of the % of Thbs4 + GFAP + cells in SVZ at D3 after PT. Scale bars = 31 μm (**a**, **a‘**). *n* = 2–4 (**b**), *n* = 4 (**c**). SVZ, subventricular zone

Brain-derived neurotrophic factor (BDNF) has been shown to promote SVZ neuroblast migration to the OBs (Snapyan et al. 2009) and NSPC migration in acute brain slices (Grade et al. 2013). Immunolabeling of YFP + cells 5 days after cortical BDNF injection revealed bipolar, elongated SVZ-derived YFP + cell migration towards the cortical injection site compared to the control injection, suggesting that BDNF could also act as an attractant for adult SVZ-derived p75^NTR^ + NSPC migration towards the cortical lesion area (Fig. 3a, a ‘‘‘). Immunolabeling for BDNF (green) in combination with the blood-derived protein fibrinogen (red), labelling the cortical injury site, revealed increased BDNF expression level in the ipsilateral cortex at day 3 after PT, the time point when SVZ-derived NSPCs redirect their migration towards a cortical lesion (Bohrer et al. 2015) (Fig. 3b, b ‘). Furthermore, immunolabeling of S100β + astrocytes (red) in combination with BDNF (green) revealed astrocytes as one potential source of increased BDNF after cortical injury (Fig. 3c, c‘‘‘). Immunoblot protein expression analysis for BDNF of cortical tissue at day 3 after PT further confirmed the increased BDNF protein expression level in the ipsilateral cortex at day 3 after PT (Fig. 3d; original blots are presented in Fig. S5), indicating that BDNF could be an attractant for SVZ-derived p75^NTR^ + NSPC migration towards the cortical lesion area. Importantly, *p75*^*NTR−/−*^ NSPCs are resistant to BDNF-induced migration in vitro (Fig. 3e–g‘), suggesting that p75^NTR^ increases the number of SVZ-derived NSPCs migrating towards the lesion area after cortical injury.

**Fig. 3:**
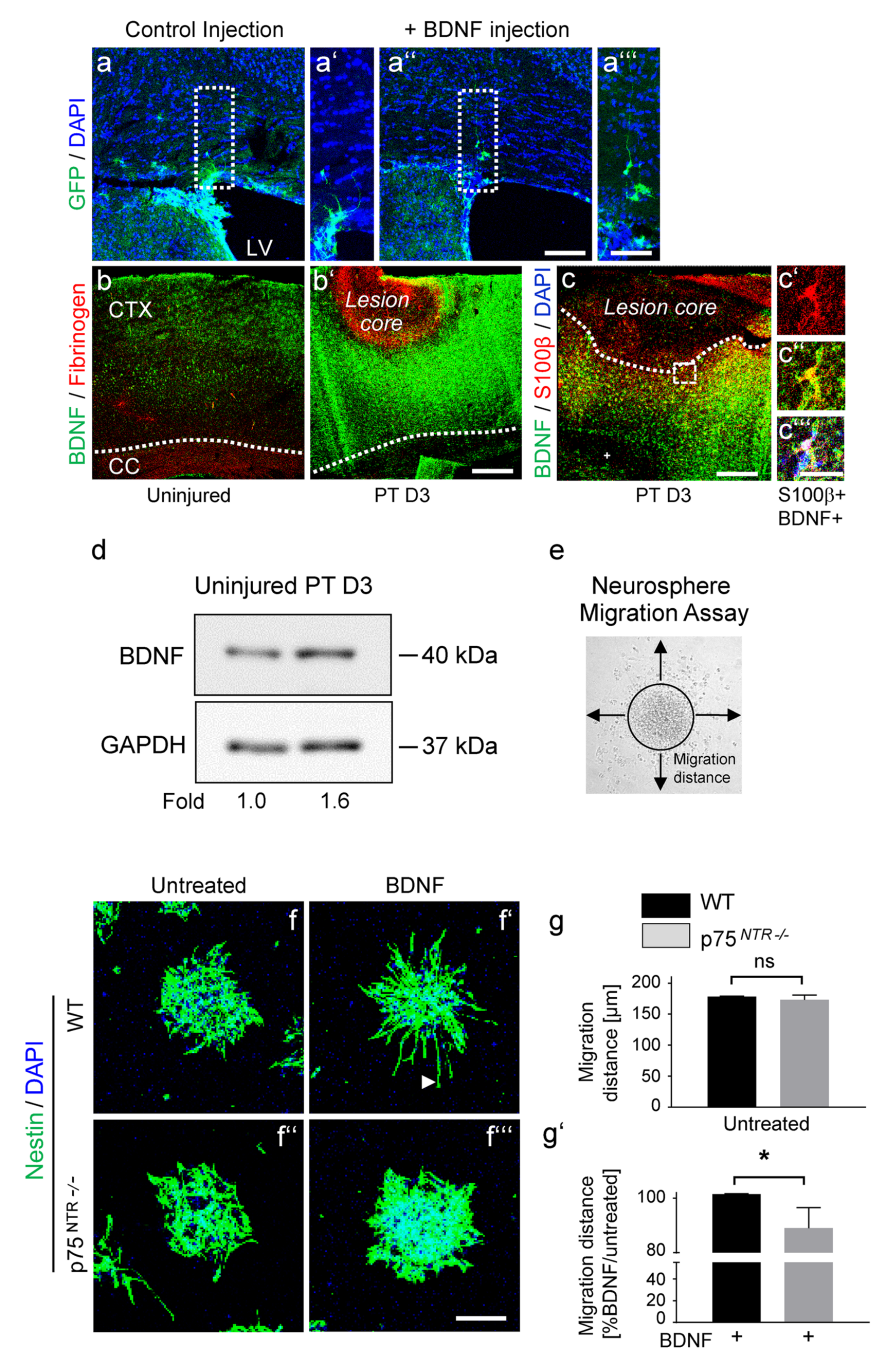
Increased BDNF expression in the cortical lesion after PT. **a**, **a ‘‘‘** Low‐magnification images showing immunolabeling for YFP (green) in coronal brain sections at day 5 after BDNF injection into the cortex compared to control mice. Enlarged image at the right showing SVZ-derived YFP + cell migrating towards the cortical BDNF injection site compared to the control injection. **b**, **b ‘** Low‐magnification images showing immunolabeling for BDNF (green) in combination with fibrinogen (red) in coronal brain sections at day 3 after PT compared to uninjured adult mice. **c**, **c ‘‘‘** Immunolabeling for BDNF (green) in combination with S100β (red) in the cortex at day 3 after PT. White box indicating S100β + BDNF + cell in the penumbra at day 3 after PT (right, enlargement) after PT. **d** Immunoblot for BDNF and GAPDH on lysate obtained from the cortical lesion area 3 days after PT compared to lysate obtained from cortex of uninjured mice. **e** The measurement of the distance of a neurosphere-derived cell. **f**, **f ‘‘‘** Immunolabeling for nestin (green) of BDNF treated *p75*^*NTR−/−*^ and WT neurospheres in vitro 6 h after plating on laminin. White arrowhead indicating representative bipolar, elongated WT NSPC that migrated out of the neurosphere after BDNF treatment. **g**, **g ‘** Quantification of the migration distance of untreated and BDNF treated *p75*^*NTR−/−*^ NSPCs compared to WT NSPCs. Nuclei are stained with DAPI (blue). Scale bars = 112 µm (**a**, **a ‘‘**), 56 µm (**a‘**, **a ‘‘‘**), 100 μm (**b**, **b‘**), 100 μm (**c**), 10 μm (**c‘**, **c ‘‘‘**), 80 µm (**f**, **f ‘‘‘**). Representative images are shown, *n* = 2 mice (**a**, **a ‘‘‘**), *n* = 4 mice (**b**, **c ‘‘‘**). Representative Western blots are shown, *n* = 2. A minimum of 20 neurospheres per condition were analyzed (**f**, **g‘**). CTX, cortex; CC, corpus callosum; LV, lateral ventricle

### P75^NTR^ expression is rapidly upregulated in SVZ NSPCs via BMP signaling after cortical injury

In the healthy brain, NSPC maintenance, migration, and differentiation is instructed by the extracellular environment in their particular stem cell niche to secure continued neurogenesis. CNS injury and disease drastically changes the SVZ stem cell niche environment (Bohrer et al. 2015; Pous et al. 2020). P75^NTR^ expression is increased during a wide range of pathological conditions and its NSPC subpopulation specific expression in a pathological context might influence the receptor function. Therefore, we next addressed the temporal expression of p75^NTR^ in SVZ NSPC subpopulations after PT. The cellular composition of the adult SVZ (Zywitza et al. 2018) can be distinguished by differential marker expression (Codega et al. 2014; Ming and Song 2011), while SVZ astrocytes and adult astrocyte-like stem cells (quiescent and active B cells) are characterized by GFAP expression, active B cells and transit amplifying C cells are characterized by nestin expression and newborn young neurons (neuroblasts, A cells) are characterized by DCX expression. However, unique marker for NSPC subpopulations are still missing and the cell composition of the adult SVZ neurogenic niche changes due to an astrogenic milieu after CNS injury and disease (Pous et al. 2020). PT rapidly changed the SVZ neural stem cell niche environment, leading to a strong overall increase in GFAP + cells within the SVZ niche area and an induction of NSPC differentiation into Thbs4 + GFAP + S100β + SVZ newborn astrocytes, while the total cell number and the number of apoptotic cells did not change significantly (Pous et al. 2020). Our study showed that the number of nestin + cells (active B cells and proliferating C cells) and the number of DCX + neuroblasts (young neurons) increased significantly at day 1 and day 3 as well as at day 1 after PT, respectively (Fig. S2a, b). Importantly, the percentage of p75^NTR^ + nestin + cells among nestin + cells and the percentage of p75^NTR^ + DCX + neuroblasts among DCX + cells increased significantly at day 1 after PT compared to uninjured control animals, while the percentage of p75^NTR^ + GFAP + cells among GFAP + cells (B cells and astrocytes) decreased significantly at day 3 after PT compared to uninjured control animals. The reduced portion of p75^NTR^ + GFAP + cells among GFAP + B cells and astrocytes after PT might be masked by changes in the SVZ cell composition after injury and by a strong increase in the overall GFAP + cell number in the SVZ (newborn astrocytes, reactive niche astrocytes, re-expression of GFAP by other cells) (Pous et al. 2020). In addition, it might be possible that p75^NTR^ expression might characterize a distinct SVZ B cell or niche astrocyte subpopulation. Finally, the increased percentage of p75^NTR^ + cells among active B cells, proliferating C cells, and neuroblasts suggests a role for p75^NTR^ in the fate control of these cells at early time points after PT (Figs. 4a–d and S2c–h). Subsequently, the percentage of p75^NTR^ + cells of all investigated NSPC subpopulations returned to basal level at later time points after PT (Fig. S2c–h).

**Fig. 4:**
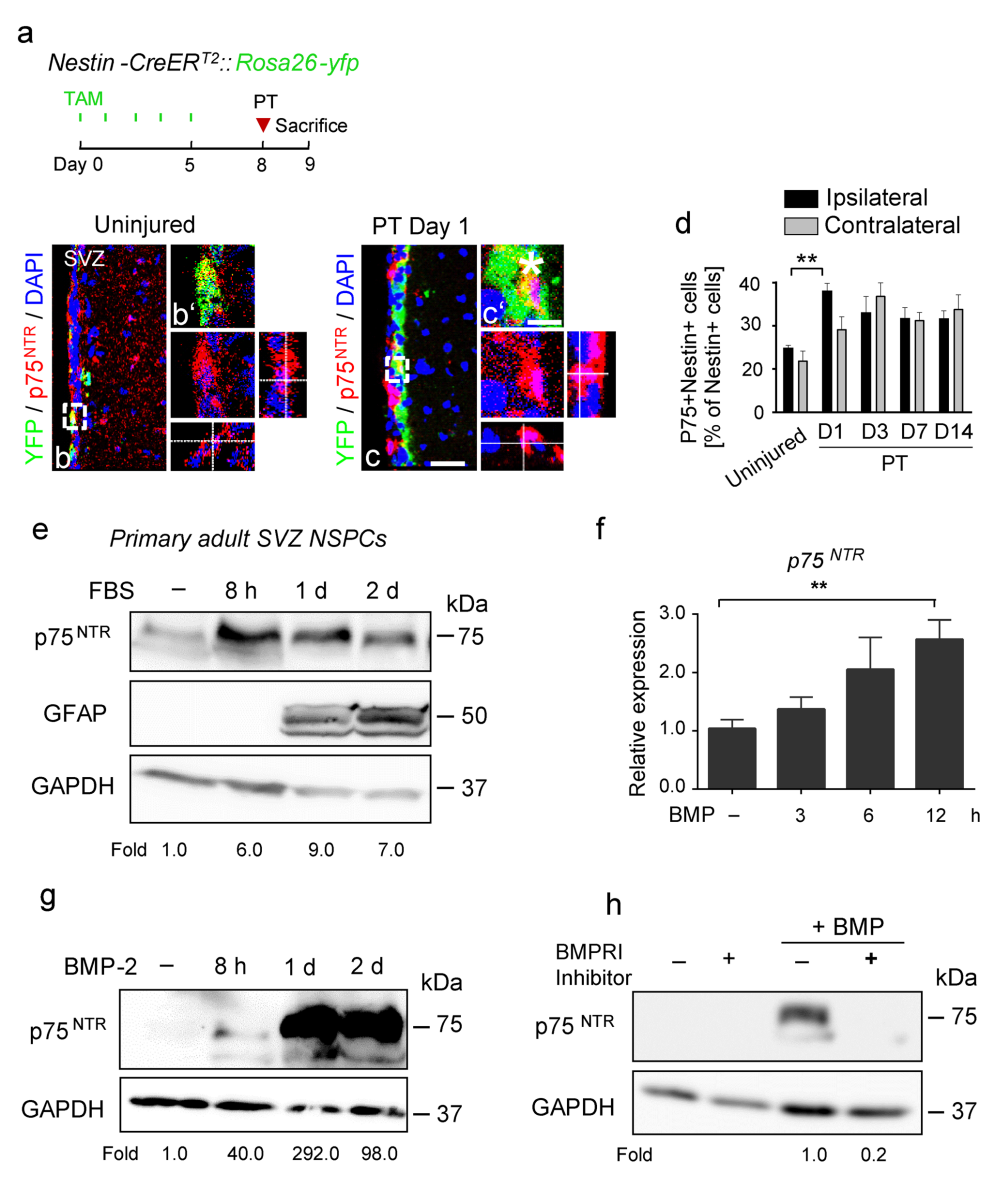
BMPR signaling-induced p75^NTR^ expression in SVZ NSPCs. **a** Scheme illustrating experimental setup for photothrombosis on *Nestin-CreER*^*T2*^*;YFP*^*fl*^ mice. **b**, **c ‘** Immunolabeling for p75^NTR^ (red) in combination with YFP (green) in the SVZ niche 1 day after PT. Enlargement of region indicated by rectangles depicting a representative p75^NTR^ + YFP + cell 1 day after PT (**c**, **c‘**, white star indicating nuclear expression pattern) compared to a representative p75^NTR^ + YFP + cell of uninjured mice (**b**, **b‘**). **d** Quantification of the number of p75^NTR^ + nestin + cells at 1, 3, 7, and 14 days after PT and uninjured control. **e** Immunoblot protein expression analysis for p75^NTR^ in FBS‐treated WT NSPCs. **f** Expression of *p75*^*NTR*^ mRNA in NSPCs after 3 h, 6 h, and 12 h of BMP‐2 treatment compared to untreated cells determined by quantitative PCR and normalized to *Gapdh*. **g** Protein expression of p75^NTR^ in NSPCs after 8 h, 1 day, and 2 days of BMP‐2 treatment determined by Western blotting. **h** Immunoblot for p75^NTR^ in NSPCs pretreated with a BMP receptor inhibitor before BMP stimulation. Nuclei are stained with DAPI (blue). Scale bars = 50 µm (**b**, **c**), 7 µm (**b‘**, **c‘**). Values are mean ± SEM (*p* values calculated by one-way ANOVA and Bonferroni’s multiple comparisons test; ns, not significant, **p < 0.01). Quantitative PCR results are of four independent experiments performed in duplicate (**f**). Representative images are shown, *n* = 3 (**b**, **c**). *n* = 4 mice per group (**d**). Representative Western blots are shown, *n* = 2 (**e**, **g**, **h**). SVZ, subventricular zone

Overall, PT resulted in an ipsilateral and contralateral SVZ stem cell niche activation, with a rapid upregulation of p75^NTR^ in NSPC subpopulations (Figs. 4 and S2), suggesting prompt changes in the SVZ NSPC microenvironment that regulate p75^NTR^ after cortical brain injury. So far, the mechanisms that regulate p75^NTR^ expression in the nervous system are largely unknown.

Cortical injury results in a changed SVZ stem cell niche environment due to blood–brain barrier (BBB) opening, leakage of blood proteins into the SVZ stem cell niche, increased BMP level, and activation of BMP signaling (Bohrer et al. 2015; Pous et al. 2020). In vitro cultured primary NSPCs derived from adult SVZ mouse tissue express p75^NTR^, and FBS treatment, mimicking a changed SVZ stem cell niche environment with a strong astrogenic effect, rapidly upregulated p75^NTR^ expression (Fig. 4e). In order to investigate the impact of cortical ischemic stroke on the SVZ niche extracellular environment and its potential rapid regulation of p75^NTR^ in NSPCs, we first analyzed the abundance of BMP isoforms in the SVZ at 18 h and 36 h after PT, which are time points prior to the p75^NTR^ upregulation in adult SVZ NSPC subpopulations after cortical injury. Immunolabeling for BMP-2 (green) revealed increased BMP-2 expression in the ipsilateral SVZ at 18 h and 36 h after PT (Fig. S3a, b). Furthermore, nestin + (red) NSPCs showed an increased BMP-2 (green) expression at 18 h after PT, while extracellular BMP-2 (green) is deposited in the SVZ niche environment surrounding nestin + (red) NSPCs at 36 h after PT (Fig. S3c). BMP-4 expression was not upregulated in the SVZ at the analyzed time points after PT (data not shown). Importantly, treatment of NSPCs with BMP-2 induced a strong and rapid upregulation of *p75*^*NTR*^ mRNA expression and increased the p75^NTR^ protein abundance (Fig. 4f–g), while pretreating cells with a BMP type I receptor inhibitor blocked p75^NTR^ upregulation via BMP-2 (Fig. 4h), suggesting that increased expression level of BMP-2 in the SVZ stem cell niche after PT is responsible for the rapid increase of the p75^NTR^ abundance in SVZ NSPCs.

### P75^NTR^-regulated genes in NSPCs are associated with regulating small GTPase family activity and cytoskeletal organization

As a receptor for neurotrophins and an adaptor protein for multiple signaling partners, the p75^NTR^ functions at the molecular nexus of many biological processes. 

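RNA was sequenced from proliferating NSPC cultures, kept in 20 ng/ml FGF-2 and 20 ng/ml EGF, with 2 libraries labelled WT (replicates 1 and 4) and 3 libraries labelled *p75* NTR-/- (replicates 1, 2 and 4). The paper describes the cells as adult, whereas the sample labels give E12.5 embryos. The legend of Fig. 5 names 4 replicas, and Fig. 5a shows 3 *p75* NTR-/- and 2 WT samples, the numbers analysed here. The authors made strand-specific mRNA libraries from 500 ng RNA per sample, quantified the reads with Salmon against the Ensembl transcriptome of GRCm38.p6 and normalized the counts with DESeq2. The methods speak of gene-level estimates, but the deposited table lists 22227 single transcripts of 12572 gene symbols. For each library it gives the count divided by the library's size factor, plus 0.5. After 0.5 was subtracted, 100% of the values of each library were whole multiples of a single step, which gave the counts back. The recovered totals were 14452396 and 13982065 counts for replicates 1 and 4 labelled WT, and 14422358, 11688211 and 13876164 counts for replicates 1, 2 and 4 labelled *p75* NTR-/-. A count of 0 allows up to 3 counts, which equal 2.94 to 3.60 normalized counts depending on the library. Such limits cover counting error only. The log2 of the normalized count plus 1 was compared between the 2 labels with limma over all listed transcripts, a scale that understates the change of low transcripts. A transcript was called with the criteria of the paper's methods, which are a mean normalized count of at least 50, a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05. The sum over the listed transcripts of a gene is called its gene sum. An exact test of a single value with 2 against 3 libraries cannot give a p under 0.1.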

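*Ngfr*, which encodes p75 NTR, was read first as a check of the labels. Its listed transcript (ENSMUST00000000122) lies on chromosome 11 of GRCm38 from 95568818 to 95587735 and has 6 exons. It had 0.98 and 2.08 normalized counts in replicates 1 and 4 labelled WT, which is no more than 3 counts in either. In replicates 1, 2 and 4 labelled *p75* NTR-/- it had 9.89, 141 and 251 normalized counts. The transcript was thus at least 44.2-fold higher in the libraries labelled *p75* NTR-/-, with an adjusted p of 0.96 from limma and 0.0083 from DESeq2. Since the targeted gene goes against the labels, the groups are named by their labels, and every direction is that between the labels. A principal component analysis covered the 10786 genes whose gene sum had a mean of at least 50. Its component 1, with 51.7% of the variance, separated the 2 libraries numbered 4 from the other 3. Component 2, with 36.5%, separated replicate 1 labelled WT from the rest. Across these genes, which are not independent replicates, Pearson's r was 0.992 between the 2 libraries numbered 4, 0.981 between replicates 1 and 2 labelled *p75* NTR-/-, 0.931 between the 2 libraries labelled WT and 0.931 between the 2 libraries numbered 1.

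**Figure D1:**
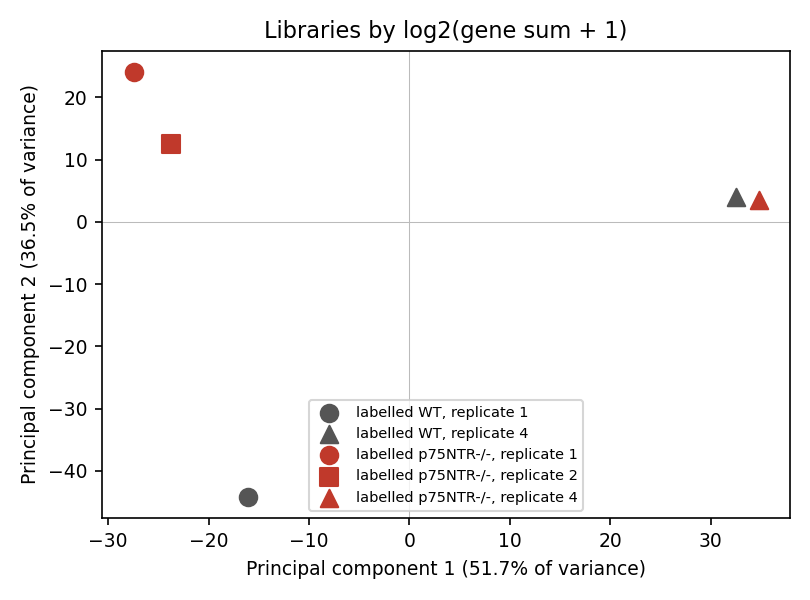
Principal components 1 and 2 of log2(gene sum + 1), with each library as 1 point, its color giving the label and its shape the replicate number. The circle, triangle and square are replicates 1, 4 and 2, and the 2 triangles, of different labels, lie together at the right.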

As an initial approach to identify which genes are regulated by p75^NTR^ during NSPC migration, we used RNA sequencing (RNA-Seq) to analyze gene expression in WT and *p75*^*NTR−/−*^ adult NSPC cultures. 

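Of the 22227 transcripts, 3 passed the threshold between the labels, and 699 had an unadjusted p under 0.05 in limma. Each of the 3 was found under 1 label and stayed at the limit of a count of 0 under the other. The single listed transcript of *Gm15446* (ENSMUST00000112544, chromosome 5 from 109923400 to 109943936) had 0 counts in both libraries labelled WT and 172 ± 18.7 normalized counts (SD, n = 3) in those labelled *p75* NTR-/-, at least 56.6-fold more (adjusted p = 0.013). A transcript of *Ssbp4* (ENSMUST00000211608, chromosome 8 from 70599538 to 70608312) had 0 counts and 111 ± 26.4 normalized counts (SD, n = 3), at least 36.7-fold more (adjusted p = 0.013). A transcript of *Pkm* (ENSMUST00000215623, chromosome 9 from 59656589 to 59669001) had 180 ± 82.4 normalized counts (SD, n = 2) under the WT label and 0 counts in every library labelled *p75* NTR-/-, at least 55.4-fold less (adjusted p = 0.017). The *Ssbp4* transcript shares all of its exonic bases with other annotated transcripts of the gene, a measure that leaves out exon junctions. It made up 12.4% of the gene sum under the *p75* NTR-/- label, and the *Pkm* transcript 0.496% of the gene sum under the WT label. The gene sums of *Ssbp4* and *Pkm* differed between the labels by a log2 fold change of 0.15 and 0.03. Without the minimum of the mean normalized count, the alternative that moved the number most, 31 transcripts passed, 19 higher and 12 lower in the libraries labelled *p75* NTR-/-. With any 1 library labelled *p75* NTR-/- left out, 0 passed, while 583, 581 and 1784 transcripts had an unadjusted p under 0.05 without replicate 1, 2 and 4. In the authors' deposited table, 82 transcripts meet the methods' criteria, 36 higher and 46 lower. Of the 82 in the authors' deposited table, 1 was among the 3, 82 had the same sign here and 49 had an unadjusted p under 0.05 in limma. The shared signs and these p are not independent evidence, because the 82 were chosen by a fit that included these libraries. The mean count in the authors' deposited table is above 0 for 45 transcripts without a count in any of the 5 libraries, and therefore covers samples not analysed here.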

We clustered differentially expressed genes (adjP < 0.05, change > 1.5-fold) showing the most robust and consistent differences in expression in *p75*^*NTR*−/−^ NSPCs compared to WT control cells. Among them, we identified genes associated with cell migration (Fig. 5a and Tables S1, S2). 

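Tables S1 and S2 list 100 transcripts each, of 98 and 97 genes. They are the 100 transcripts with the largest negative and the 100 with the largest positive log2 fold change among those with an unadjusted p under 0.05 in the authors' deposited table. By the paper's own values, the adjusted p is under 0.05 for 16 transcripts of Table S1 and 36 of Table S2, and 5 and 10 transcripts meet all criteria of the methods. In the libraries analysed here, 58 of the 100 transcripts of Table S1 had more than 3 counts in a single library labelled WT, and 86 had at most 3 counts in each library labelled *p75* NTR-/-. Of those of Table S2, 19 had more than 3 counts in a single library labelled *p75* NTR-/-, and 100 had at most 3 counts in both libraries labelled WT. The 2 labels did not overlap for 47 and 48 transcripts, where chance gives 10%. In limma, 0 transcripts of Table S1 and 2 of Table S2 passed the threshold, and 41 and 47 had an unadjusted p under 0.05. Among the genes listed in a single direction, the gene sum was lower in the libraries labelled *p75* NTR-/- for 69 of 97 genes of Table S1 (71.1%, exact binomial test, two-sided, p = 3.8e-05) and higher for 55 of 96 genes of Table S2 (57.3%, exact binomial test, two-sided, p = 0.18). These shares are not independent evidence, because the lists were chosen on these libraries and a gene sum contains the listed transcript. The 13 genes of Table S1 with 1 listed transcript all had a lower gene sum, with a median log2 fold change of −2.20, against 56 of the 84 genes with 2 or more, whose median was −0.09. When only genes whose listed transcript had a mean of at least 50 were kept, the share for Table S1 was 62.5% of 8 genes (exact binomial test, two-sided, p = 0.73). Of the genes named on the left of Fig. 5a, the listed transcript of *Map4* (ENSMUST00000165876, chromosome 9) had 111 counts in replicate 2 labelled *p75* NTR-/- and 0 in the other libraries. That of *Arap1* (ENSMUST00000084895, chromosome 7) had 84 counts in replicate 4 labelled *p75* NTR-/- and 0 elsewhere, and that of *Rabep1* (ENSMUST00000178245, chromosome 11) 194 counts in replicate 1 labelled *p75* NTR-/- and at most 1 elsewhere. Each of these differences rests on 1 library, without which no library exceeds the limit. The gene sums changed by a log2 fold change of −0.06 for *Map4* (standard error 0.20), −0.13 for *Arap1* (0.23) and −0.13 for *Rabep1* (0.21), each with an adjusted p of 0.93 or more.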

Surprisingly, we found many genes, such as *dystonin*, *pericentrin*, *plectin*, and *haus8* that were all differentially regulated in the *p75*^*NTR−/−*^ NSPCs and are associated with cytoskeletal network organization and the microtubule system (Fig. 5a–c and Tables S1, S2, gray shadow). p75^NTR^ activates distinct signaling pathways via the p75^NTR^ ICD interaction with small GTPase family members, such as Rho and Rab (Baeza-Raja et al. 2012; Domeniconi et al. 2005; Yamashita and Tohyama 2003). 

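The dystonin transcript at the top of Table S1 (*Dst*, ENSMUST00000097785, chromosome 1 from 34011825 to 34308661, 98 exons) had 507 counts in replicate 1 labelled WT and 0 in the other 4 libraries. It was at least 76.6-fold lower in the libraries labelled *p75* NTR-/- on average (adjusted p = 0.96 from limma and 4.2e-05 from DESeq2). Without that library no count is left, and only 9 of its exonic bases lie in no other annotated transcript of the gene. The gene sum over 9 listed transcripts was 2323 ± 1577 (SD, n = 2) under the WT label and 1460 ± 310 (SD, n = 3) under the *p75* NTR-/- label. This log2 fold change of −0.51 (standard error 0.50, adjusted p = 0.93) was −1.04 within replicate number 1 and −0.13 within number 4. The pericentrin transcript (*Pcnt*, ENSMUST00000001179, chromosome 10 from 76351267 to 76442726) had 94 counts in replicate 1 labelled WT and 0 elsewhere, at least 14.2-fold less on average. Its gene sum was higher under the *p75* NTR-/- label, at 424 ± 161 (SD, n = 3) against 302 ± 108 (SD, n = 2), a difference smaller than the spread between libraries. Plectin (*Plec*, chromosome 15) is listed in both tables. The transcript of Table S1 (ENSMUST00000089610) had 20 and 46 counts in the libraries labelled WT and 0 in the others, at least 10.4-fold less (adjusted p = 0.089). The transcript of Table S2 (ENSMUST00000169438) had 52 and 40 counts in replicates 1 and 2 labelled *p75* NTR-/- and 0 elsewhere, at least 10.9-fold more. The *Plec* gene sum had a log2 fold change of −0.90 (standard error 0.62, adjusted p = 0.93), −1.57 within number 1 and 0.04 within number 4. The *Haus8* transcript (ENSMUST00000110071, chromosome 8 from 71251125 to 71272376) had 24 and 27 counts under the WT label and 0 in each library labelled *p75* NTR-/-, at least 7.95-fold less (adjusted p = 0.013). Its mean of 10.3 normalized counts kept it under the minimum of 50, and it was called when that minimum was left out or set to 10. The adjusted p of the *Haus8* transcript was 0.20 from DESeq2 and 0.55 from limma with the replicate number as a block. Without replicates 1, 2 and 4 labelled *p75* NTR-/-, limma gave 0.11, 0.099 and 0.060. None of the exonic bases of this transcript is unique to it. The *Haus8* gene sum was 267 ± 70.3 (SD, n = 2) and 301 ± 37.9 (SD, n = 3), with no difference beyond the spread.

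**Figure D2:**
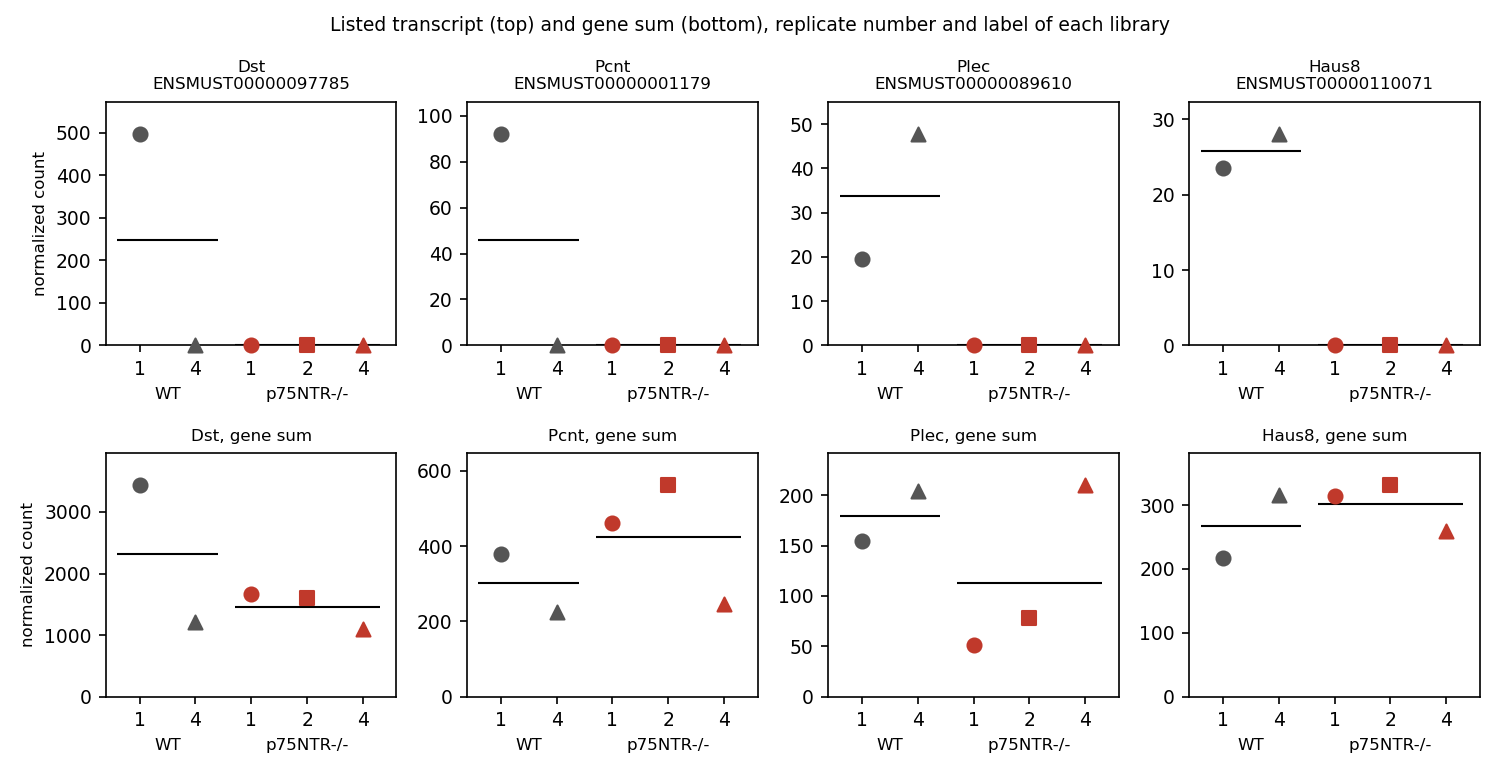
Normalized counts of the listed transcript (top) and of the gene sum (bottom) for *Dst*, *Pcnt*, *Plec* and *Haus8*, with 1 point per library by label and replicate number (circle 1, square 2, triangle 4) and a line at the mean of each label. The transcripts at the top (ENSMUST00000097785 for *Dst* and ENSMUST00000089610 for *Plec*, which each have another in the tables) are at 0 in every library labelled *p75* NTR-/-. The gene sums overlap between the labels, with those of *Plec* in replicates 1 and 2 labelled *p75* NTR-/- under both libraries labelled WT.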

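*Arhgap5* had the highest count among the small GTPase regulators named in the RNA-Seq results. Its main transcript (ENSMUST00000219443, chromosome 12 from 52504016 to 52571975) had 5387 ± 681 normalized counts (SD, n = 2) in the libraries labelled WT and 2640 ± 937 (SD, n = 3) in those labelled *p75* NTR-/-. The 2 labels did not overlap, and the log2 fold change was −1.08 (standard error 0.35, adjusted p = 0.96 from limma). In simulated counts limma called 0 of 50 transcripts changed 2-fold, so this p does not argue against a change of that size. The *Arhgap5* gene sum changed by −1.09 (standard error 0.32, adjusted p = 0.93, or 0.10 adjusted over the list alone of 27 named genes, which is not independent evidence). This change was −1.42 within replicate number 1 and −0.42 within number 4, and stayed between −1.36 and −0.92 when each library was left out in turn. The listed transcripts of the other 4 genes had low counts. That of *Arhgap12* (ENSMUST00000062584, chromosome 18) had 97 counts in replicate 4 labelled WT and 0 in the other 4 libraries. That of *Arhgef2* (ENSMUST00000175911, chromosome 3), which is written *Argef2* in the results, had 41 and 16 counts under the WT label and 0 under the other. The *Rasgef1b* transcript (ENSMUST00000031276, chromosome 5) had 24 and 22 counts against at most 2. The *Rabgef1* transcript (ENSMUST00000148264, chromosome 5) had 25 counts in replicate 4 labelled WT and at most 3 elsewhere. These are decreases of at least 15.5-fold, 8.76-fold, 7.15-fold and 4.00-fold in the libraries labelled *p75* NTR-/-, with an adjusted p of 0.10 for *Arhgef2*, 0.39 for *Rasgef1b* and 0.96 for *Arhgap12* and *Rabgef1*. For *Arhgap12* and *Rabgef1* the difference rests on 1 library. Each of the 4 transcripts has a mean under 50 and that of *Arhgef2* made up 1.94%, of *Arhgap12* 2.91%, of *Rabgef1* 4.41% and of *Rasgef1b* 23.9% of the gene sum under the WT label. The last share rests on replicate 4, as the *Rasgef1b* gene sum was 35.3 normalized counts in replicate 1 labelled WT and 159 in replicate 4, where the transcript had nearly the same count. The gene sums changed by a log2 fold change of −0.15 (*Arhgap12*), 0.14 (*Arhgef2*), −0.86 (*Rasgef1b*) and 0.04 (*Rabgef1*). Without replicate 1 labelled *p75* NTR-/-, the change of the *Rabgef1* gene sum was −0.11.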

Interestingly, our RNA-Seq revealed that genes associated with controlling the activation status of the small GTPase family, such as *Arhgap5*, *Arhgap12*, *Argef2*, *Rasgef1b*, and *Rabgef1* are differentially regulated in *p75*^*NTR−/−*^ NSPCs compared to WT NSPCs. To determine the biological functions of p75^NTR^ regulated genes according to enriched gene sets grouped by Gene Ontology (GO) terms, we used gProfiler. We found enrichment of the GO categories “synaptic transmission,” “development,” and “neurogenesis” suggesting a role of p75^NTR^ in the NSPC overall fate control. Moreover, we found enrichment of the GO categories “actin filament-based process,” “cytoskeletal organization,” “actin filament organization,” and “regulation of cell morphogenesis” as well as “small GTPase-mediated signal transduction” (Fig. 5b and data not shown). 

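Gene ontology terms were not used here, and families of genes were formed from their symbols instead. The cytoskeletal families hold 8 of the 98 genes of Table S1, among them *Dst*, *Haus8*, *Kif13a*, *Pcnt* and *Plec*, or 8.16% against 2.07% of all listed genes (Fisher's exact test, two-sided, adjusted p = 0.0019). The small GTPase families hold 7 (*Arhgap12*, *Arhgef2*, *Rabgef1*, *Rasgef1b*, *Rin1*, *Rin3* and *Tbc1d14*), or 7.14% against 1.52% (the same adjusted p). Genes with more listed transcripts had more chances to be listed. Among random gene lists matched on the number of listed transcripts, 3.01 cytoskeletal and 2.13 small GTPase genes were drawn on average (permutation test, adjusted p = 0.034 for both). Table S2 holds 5 and 4 such genes (adjusted p = 0.57 and 0.44 from the same permutation test). The 17 family transcripts of Table S1 come from 15 genes. Of these transcripts, 12 had more than 3 counts in a single library labelled WT and 5 have an adjusted p under 0.05 in the paper's table. The gene sum was lower in the libraries labelled *p75* NTR-/- for 10 of the 15 genes, and for 0 of them with an unadjusted p under 0.05. Whole families were tested by the median log2 fold change of their gene sums against 100000 random lists of the same size matched on mean count, which describes these libraries since genes are not independent replicates. The 14 tubulin genes had a median of 0.32, with 11 of 14 higher in the libraries labelled *p75* NTR-/- (permutation test, two-sided, adjusted p = 0.016 over 16 families). That median was 0.55 within replicate number 1 and 0.02 within number 4, and limma's camera test gave an adjusted p of 0.067, or 0.73 with an estimated correlation, and its fry test 0.74. Counting families by the mean moderated statistic moved the result most, to 3 families with an adjusted p under 0.05 in place of 1. The other cytoskeletal families did not differ from random lists. Their medians were 0.14 for 28 kinesin genes, 0.09 for 70 microtubule-associated genes, 0.04 for 64 actin genes and −0.09 for 18 dynein and dynactin genes. For 21 myosin genes and 16 plakin, spectrin and intermediate filament genes the medians of 0.02 and 0.06 changed sign when 1 library labelled *p75* NTR-/- was left out, to −0.01 or −0.04 for the myosin genes without replicate 1 or 2 and to −0.17 for the others without replicate 4. The adjusted p of these 6 families lay between 0.19 (kinesins, with 17 of 28 higher) and 0.93 (permutation test).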

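*Kif13a* encodes a kinesin, a motor that moves along microtubules. Its transcript in Table S1 (ENSMUST00000223881, chromosome 13 from 46749095 to 46786638, 16 exons) had 61.3 ± 57.5 normalized counts (SD, n = 2) in the libraries labelled WT and 2.64 ± 4.57 (SD, n = 3) in those labelled *p75* NTR-/-. These come from 21 and 98 counts in replicates 1 and 4 labelled WT, and 8, 0 and 0 counts in replicates 1, 2 and 4 labelled *p75* NTR-/-. The log2 fold change was −4.51 (standard error 1.34, adjusted p = 0.96 from limma), with −1.28 within replicate number 1 and −6.69 within number 4. Over all 5 libraries the mean of 26.1 lay under the minimum of 50. The transcript made up 4.75% of the *Kif13a* gene sum under the WT label. That gene sum was 1289 ± 206 (SD, n = 2) against 1183 ± 97.2 (SD, n = 3), a log2 fold change of −0.12 (standard error 0.19), which lies within the spread of the libraries and became 0.05 at the highest when 1 library was left out.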

Several core genes responsible for cytoskeletal organization and the microtubule system, important for guiding cell migration, including *Arhgap5*, *Kif13a*, and *Plec*, are found within these enriched GO categories, suggesting that p75^NTR^ serves as a central player in controlling the cytoskeletal organization in NSPCs (Fig. 5c).

**Fig. 5:**
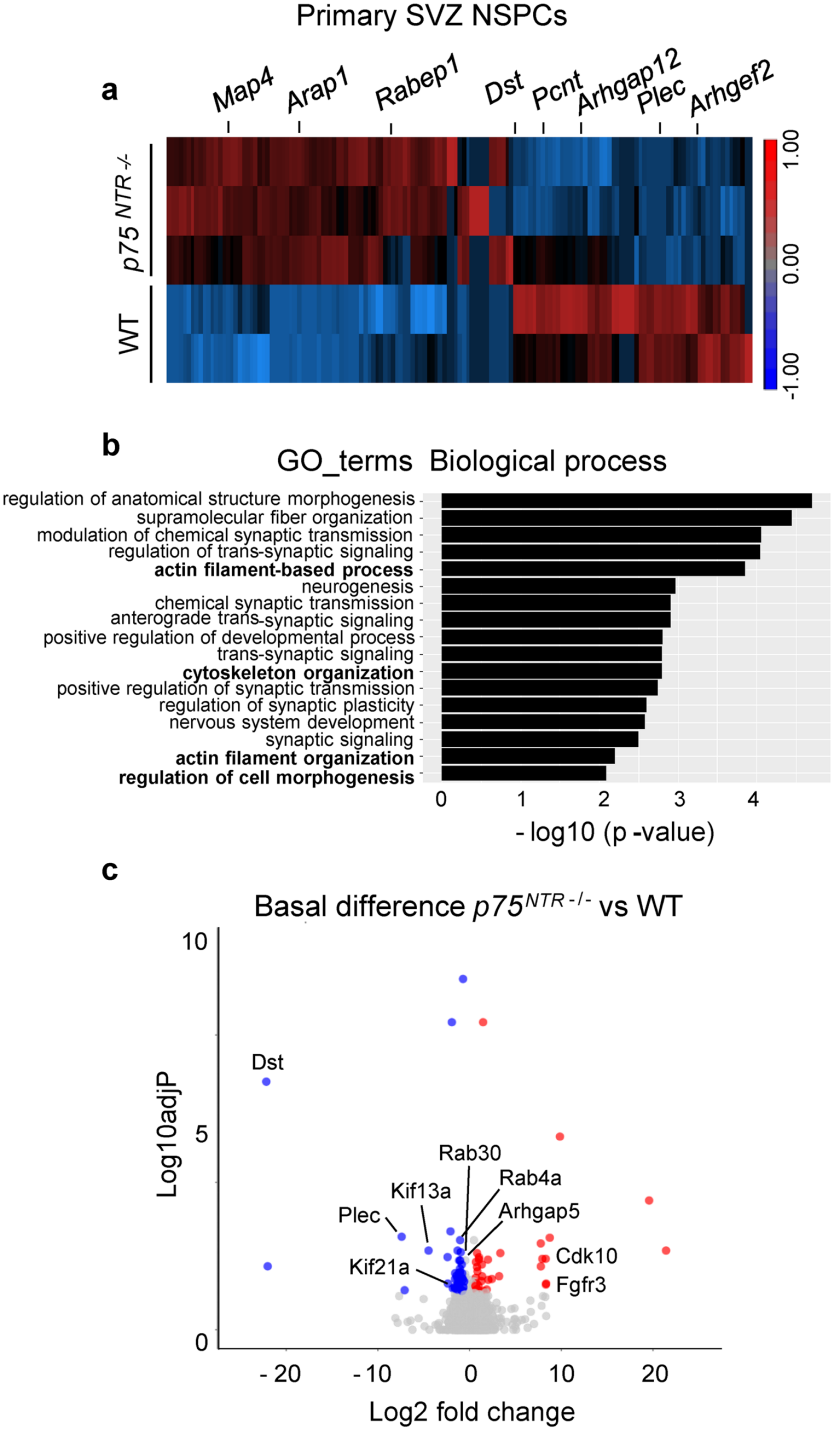
p75^NTR^-regulated genes in NSPCs are involved in cytoskeletal organization. **a** Heatmap showing genes that are differentially expressed by a factor of at least 1.5 between *p75*^*NTR−/−*^ and WT NSPCs (adjP < 0.05). Colors reflect the mean raw *z* score. Blue for lower than average and red for higher than average expression. **b** Gene ontology enrichment analysis of biological processes for genes with reduced expression in *p75*^*NTR−/−*^ compared to WT NSPCs (*p* value < 0.05; fold change > 1 ×). **c** Volcano plot of the differentially expressed genes between *p75*^*NTR−/−*^ and WT NSPCs. Red and blue points mark the genes with significantly (adjP < 0.05) increased or decreased expression, respectively in *p75*^*NTR−/−*^ compared to WT NSPC samples, while non-significant genes are in gray. The *x*-axis shows log2 fold changes in expression and the *y*-axis the negative log-transformed adjusted *p* value (adjP). Selected genes are labelled. RNA-Seq data are derived from four replicas using NSPCs from independent preparations

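Of the further genes marked in Fig. 5c, *Kif21a*, *Rab30* and *Rab4a* had lower counts in the libraries labelled *p75* NTR-/-, without overlap between the labels. The *Kif21a* transcript (ENSMUST00000109287, chromosome 15 from 90933282 to 91049818) had 306 ± 67.6 normalized counts (SD, n = 2) under the WT label and 58.8 ± 22.8 (SD, n = 3) under the *p75* NTR-/- label. Its log2 fold change was −2.41 (standard error 0.39) with an adjusted p of 0.51 from limma and 4.1e-04 from DESeq2, under which it was called. It has no exonic base of its own, and the gene sum of *Kif21a* changed by −0.73 (standard error 0.27), or by −1.20 within replicate number 1 and −0.14 within number 4. *Rab30* (ENSMUST00000032879, chromosome 7) and *Rab4a* (ENSMUST00000118535, chromosome 8) have 1 listed transcript each, so that transcript and gene sum are the same. *Rab30* had 151 ± 21.7 normalized counts (SD, n = 2) against 67.7 ± 17.4 (SD, n = 3), a log2 fold change of −1.17 (standard error 0.31, adjusted p = 0.96 from limma). *Rab4a* had 165 ± 30.3 (SD, n = 2) against 79.9 ± 11.9 (SD, n = 3), or −1.04 (standard error 0.25, adjusted p = 0.96 from limma). Within numbers 1 and 4 the change was −1.75 and −0.71 for *Rab30*, and −1.03 and −0.81 for *Rab4a*. Adjusted over the list alone, the p of these 2 genes was 0.079 and 0.072. As limma called 0 of 50 simulated transcripts changed 2-fold, the values of 0.96 do not argue against changes of this size. The transcripts of *Cdk10* (ENSMUST00000213005, chromosome 8) and *Fgfr3* (ENSMUST00000202791, chromosome 5) had 0 counts in both libraries labelled WT. In replicates 1, 2 and 4 labelled *p75* NTR-/-, that of *Cdk10* had 33, 97 and 25 counts, and that of *Fgfr3* 121.7, 8.41 and 50.7 normalized counts. They were at least 19.3-fold and 19.9-fold higher (adjusted p = 0.30 and 0.96 from limma, 0.0048 and 0.018 from DESeq2), with means of 35.1 and 36.2 under the minimum of 50. Neither isoform has more than 2 exonic bases of its own. The *Cdk10* gene sum changed by 0.19 (standard error 0.19), and that of *Fgfr3* by −0.74 (standard error 0.38), opposite to its listed isoform, which made up 1.65% of it under the *p75* NTR-/- label.

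**Figure D3:**
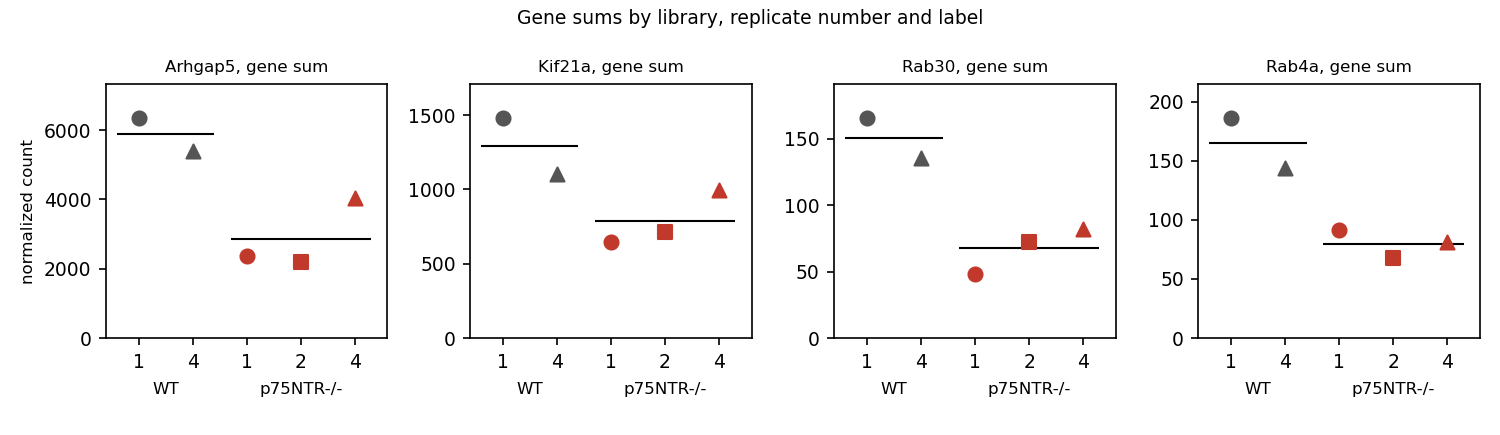
Gene sums of *Arhgap5*, *Kif21a*, *Rab30* and *Rab4a* in normalized counts, with 1 point per library by label and replicate number (circle 1, square 2, triangle 4) and a line at the mean of each label. Every library labelled *p75* NTR-/- lies under both libraries labelled WT, and for *Arhgap5*, *Kif21a* and *Rab30* replicate 4 is the nearest to them.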

### P75^NTR^-deficient SVZ NSPCs reveal an altered morphology and cytoskeletal organization in vitro

Our results demonstrate that *p75*^*NTR−/−*^ NSPCs have an altered gene expression associated with cytoskeletal network organization and a disturbed migration in vivo and in vitro. Specifically, our data so far revealed that p75^NTR^ regulates small GTPase family-related mRNA expression (Fig. 5 and Tables S1, S2, gray shadow). 

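Small GTPase genes were also compared as whole families of gene sums. The 60 other small GTPase regulators, which act on Ras, Rab, Rap and Arf proteins, had a median log2 fold change of −0.08, with 22 of 60 higher in the libraries labelled *p75* NTR-/- (permutation test, two-sided, adjusted p = 0.092). For the 40 Rab genes the median was −0.07, with 14 of 40 higher (permutation test, adjusted p = 0.19). The mean moderated statistic gave the Rab genes an adjusted p of 0.048 in place of the median log2 fold change. The 9 DOCK genes had a median of 0.15, not apart from random lists (permutation test, adjusted p = 0.29), which was −0.05 without replicate 4 labelled WT. Within replicate number 4 the medians were −0.01 for the other regulators and 0.03 for the Rab genes. By comparison, the median over all 10786 genes was 0.02. Of these 3 families, 3 Rab genes and no other members had an unadjusted p under 0.05, and no member had an adjusted p under 0.93. Citing Fig. 5 and Tables S1 and S2, the paper concludes that p75 NTR regulates mRNAs of the small GTPase family, and it proposes that the receptor is a central player in the organization of the cytoskeleton of NSPCs.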

In line with these results, *Arhgap5*, a Rho GTPase-activating protein involved in cytoskeleton changes, was reduced by 50% revealed by immunoblot protein expression of lysates from *p75*^*NTR−/−*^ NSPCs compared to WT NSPCs (Fig. 6a, b), confirming that p75^NTR^ regulates small GTPase family-related expression, in addition to the mRNA, on the protein level. The microtubule network binds to Smads, the transcriptional regulator of the BMP signaling pathway, and is involved in their nucleocytoplasmic shuttling (Dong et al. 2000). Since *p75*^*NTR−/−*^ NSPCs revealed an altered cytoskeleton organization with altered microtubule expression, we tested whether signaling molecules that interact with microtubules were affected in *p75*^*NTR−/−*^ NSPCs. BMP signals by nuclear accumulation of phosphorylated Smad (P-Smad) transcriptional regulators (Massague et al. 2005). *p75*^*NTR*−/−^ NSPCs had reduced nuclear, but not cytosolic BMP-2-dependent accumulation of P-Smad2 compared to WT (Fig. S4), suggesting a mutual dependency of BMP signaling and p75^NTR^ abundance. Finally, we tested whether the injury-induced BMPR signaling-regulated p75^NTR^ abundance affects the NSPC cytoskeleton organization, which might be required for the migration of SVZ-derived NSPCs to the cortical lesion. The cytoskeleton provides mechanical support enabling NSPC migration, which consists of microtubules, actin filaments, and intermediate filaments. In accordance, immunolabeling migrating WT NSPCs with phalloidin (green), staining the cytoskeleton via actin binding, or α-tubulin (gray) showed a typical elongated, bipolar shape (Fig. 6f–h, white and yellow arrowheads) while, in stark contrast, *p75*^*NTR−/−*^ NSPCs revealed a disorganized, flat cell morphology (Fig. 6c–e, white and yellow arrows). Moreover, *p75*^*NTR−/−*^ NSPCs treated with BMP-2 revealed a reduced α-tubulin expression compared to wt cells (Fig. 6i), suggesting that p75^NTR^ abundance equips SVZ NSPCs for cell migration towards the lesion area via regulating the cytoskeleton organization.

**Fig. 6:**
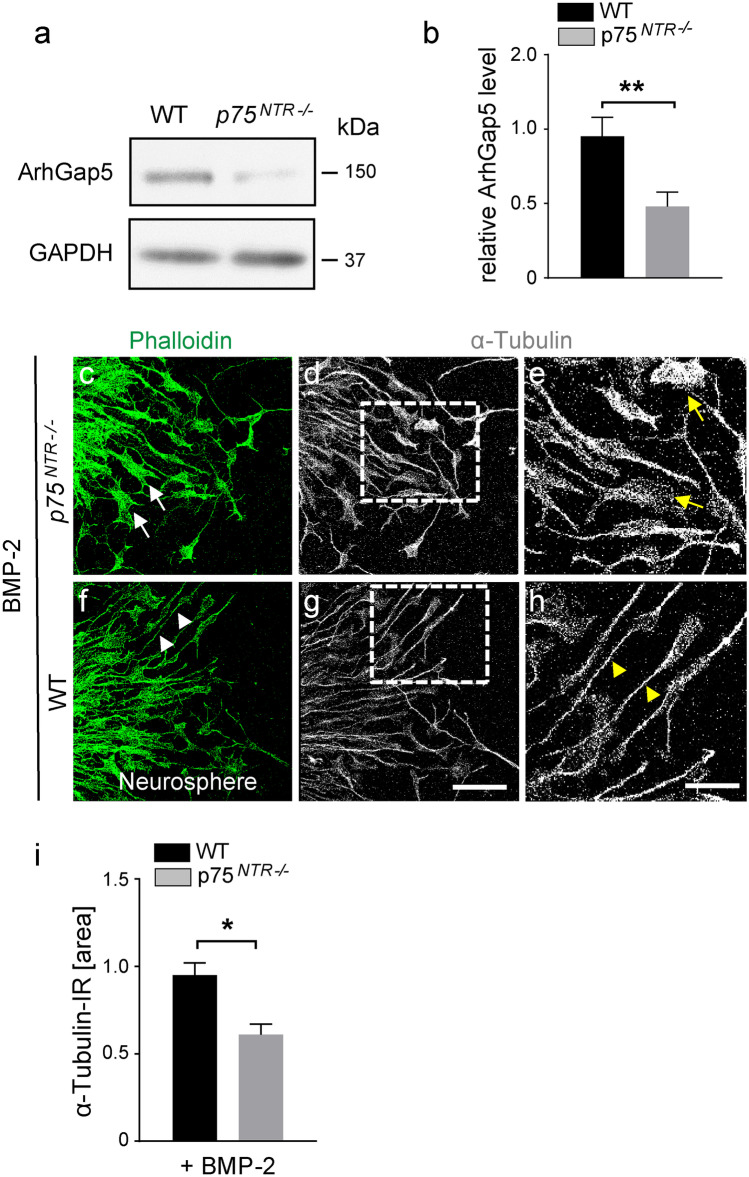
*p75*^*NTR*−/−^ SVZ NSPCs reveal and altered morphology and cytoskeletal organization. **a** Immunoblot protein expression of ArhGap5 in *p75*^*NTR−/−*^ compared to WT NSPCs. **b** Quantification graph of Arhgap5 protein expression in *p75*^*NTR−/−*^ compared to WT NSPCs. **c**–**h** Immunolabeling for phalloidin (green, left) and α-tubulin (gray, middle and enlargement right) of BMP-2 treated *p75*^*NTR−/−*^ and WT neurospheres in vitro. **i** Quantification graph of α-tubulin immunoreactivity in *p75*^*NTR−/−*^ compared to WT neurospheres. Scale bars = 35 µm (**c**, **d**, **f**, **g**), 20 µm (**e**–**h**). Values are mean ± SEM (*p* values calculated Student’s *t* test; *p < 0.05, **p < 0.01. Representative Western blot is shown, *n* = 4

## Discussion

In this study, we show that injury-induced BMP-2-regulated p75^NTR^ is required for the migration of SVZ NSPCs to the cortical lesion. Our results suggest the following working model in CNS disease: (i) cortical brain injury drastically changes the microenvironment of the SVZ stem cells and rapidly increases the BMP-2 level (Fig. 7). (ii) BMP receptor signaling increases the p75^NTR^ abundance in NSPCs. (iii) Increased p75^NTR^ regulates the cytoskeletal organization necessary for NSPC migration towards a BDNF gradient (Fig. 7). Collectively, BMP-induced p75^NTR^ level might be critical in regulating the migration and contribution of SVZ-derived NSPCs to contribute to brain injury sites.

**Fig. 7:**
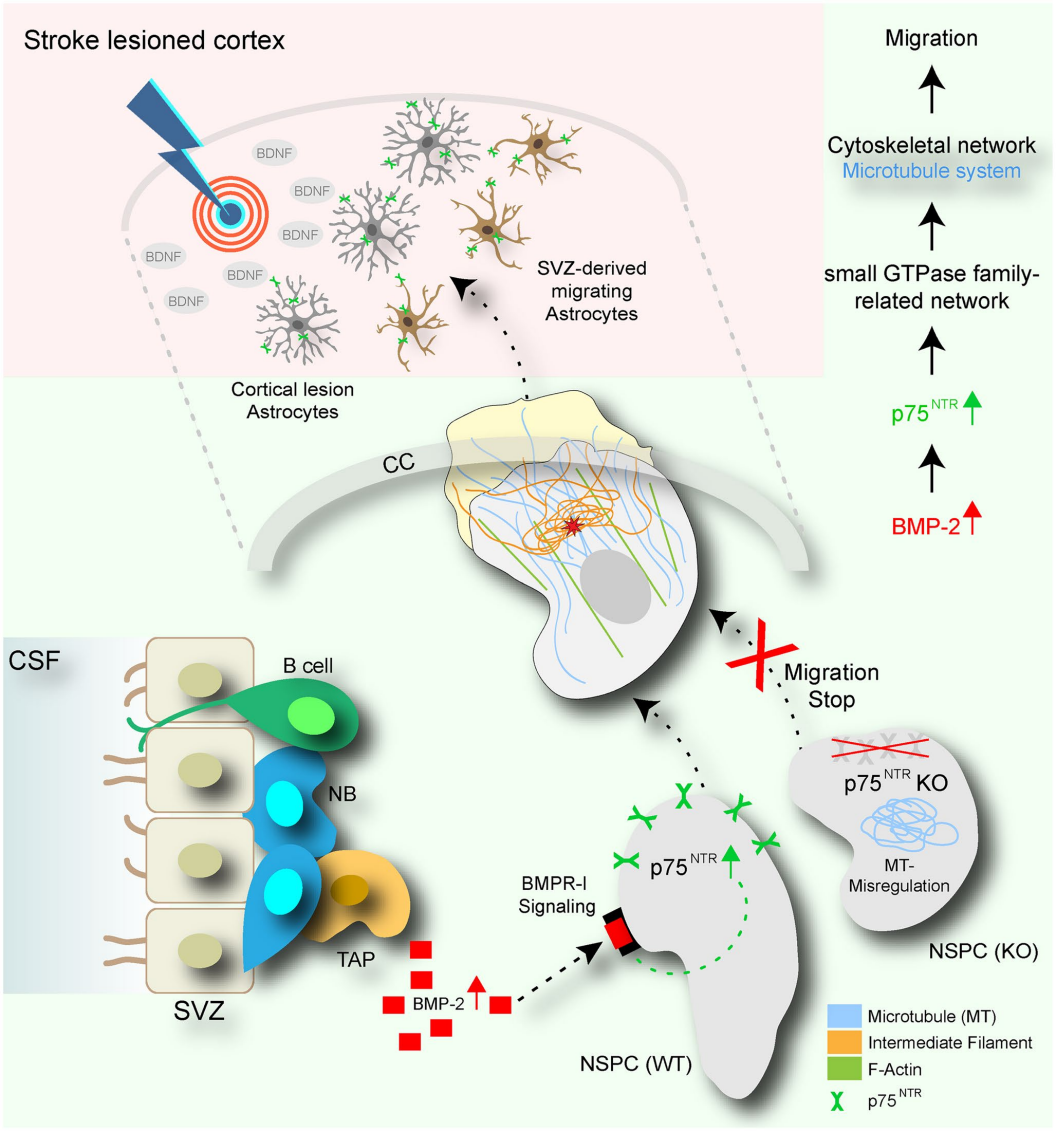
p75^NTR^ regulates SVZ NSPC migration. Cortical ischemic stroke causes a temporary BMP-2-induced p75^NTR^ upregulation by NSPCs within the SVZ stem cell niche, furnishing SVZ NSPCs migratory, potentially via regulation of the cytoskeletal network organization, enabling their redirected migration towards the cortical lesion area

Although the injury- and disease-induced p75^NTR^ expression in different tissues and cell types is well recognized and the various p75^NTR^ functions in central and peripheral tissues are well described, the regulation of p75^NTR^ expression and abundance is only poorly understood. So far, specificity protein 1 (Sp1) transcription factor has been shown to induce *p75*^*NTR*^ expression after osmotic swelling (Peterson and Bogenmann 2003; Ramos et al. 2007), early growth response factors 1 and 3 have been identified as direct modulators of p75^NTR^ (Gao et al. 2007) and *p75*^*NTR*^ is under circadian control regulated by the helix–loop–helix transcription factors CLOCK and BMAL1 (Baeza-Raja et al. 2013). In this study, we show that BMP-2 regulates p75^NTR^ mRNA and protein expression in NSPCs. BMP signaling plays a critical role in maintaining adult neural stem cell niches by promoting neurogenesis at basal level and favoring astrogliogenesis at elevated level (Bohrer et al. 2015; Bond et al. 2012; Lim et al. 2000; Pous et al. 2020). BMP in the SVZ stem cell niche is rapidly upregulated after traumatic injury (Bohrer et al. 2015) and BMP-2 is rapidly and strongly increased after photothrombotic ischemia (this study). Furthermore, vascular leakage and blood-derived fibrinogen activates BMP signaling in NSPCs (Pous et al. 2020), suggesting that changes of the SVZ stem cell niche environment in CNS injuries and diseases induce p75^NTR^ expression level via BMP signaling in NSPCs. Future studies will show whether injury-induced BMP-signaling in other cells than NSPCs will also regulate p75^NTR^ abundance.

In the brain, expression of p75^NTR^ is upregulated in astrocytes (Chen et al. 2020; Schachtrup et al. 2015) and in SVZ-derived newborn astrocytes (this study) following injury. p75^NTR^ regulates nucleocytoplasmic shuttling of the transcriptional mediator of TGF-β signaling required for glial scar formation (Schachtrup et al. 2015) and the transcriptional mediator of BMP signaling required for NSPC differentiation into astrocytes (our study). Future studies will reveal the underlying mechanism how p75^NTR^ regulates cell-specific Smad shuttling to determine differential growth factor signal transduction pathways between astrocytes and NSPCs.

Cell migration involves dynamic and spatially regulated changes to the cytoskeleton and cell adhesion, which is due largely to the regulation of Rho GTPases (Ridley 2001). A signaling relationship between p75^NTR^ and Rho is well documented in neurons, where p75^NTR^-mediated Rho signaling is involved in the regulation of neurite outgrowth (Yamashita and Tohyama 2003). Our data suggest that p75^NTR^ controls Rho GTPase activating and inhibiting proteins (Rho-GAPs and Rho-GEFs) in adult SVZ NSPCs. Rho family proteins are active in response to extracellular signals including soluble cytokines, growth factors and neurotrophins. It is therefore possible that full-length p75^NTR^ in SVZ NSPC functions as a sensor for increased cortical lesion BDNF gradients to modulate Rho family activity facilitating the SVZ NSPC cytoskeletal rearrangement necessary for migration. Yet, the underlying mechanisms how p75^NTR^ regulates Rho-GAPs and Rho-GEFs and the cytoskeletal rearrangements in NSPCs is unknown and will be an attractive future avenue.

p75^NTR^ functions at the molecular nexus of cell death, survival, and differentiation (Malik et al. 2021) and genetic loss of p75^NTR^ reduces the infarct volume in stroke (Irmady et al. 2014). Expression of p75^NTR^ is upregulated in astrocytes (Schachtrup et al. 2015) and in adult SVZ NSPCs (our study) after CNS injury. In astrocytes, increased p75^NTR^ expression level promote the reentry into the cell cycle by upregulating CDK2 expression (Chen et al. 2020) and regulate their hypertrophic reactivity (Chen et al. 2020; Schachtrup et al. 2015). Increased p75^NTR^ expression level in adult SVZ NSPCs promotes their migration towards the lesion area and their contribution to the forming scar. Future studies will identify the functional role of the newborn p75^NTR^-positive SVZ-derived astrocytes in the lesion area and whether these newborn astrocytes contribute to the regeneration process and functional recovery after stroke. Furthermore, modifying p75^NTR^ signaling in NSPCs suitable for cell transplantation might be an interesting strategy to control the cells migration and fate. Overall, the identification of BMP-2-induced p75^NTR^ abundance as a molecular link between injury-induced stem cell niche environmental changes, p75^NTR^ functions, and neural stem cell migration could provide therapeutic targets for harnessing endogenous or transplanted NSPCs for improving CNS repair in various neurodegenerative diseases.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

## Data Availability

RNA-Seq data reported in this paper are available with the GEO accession number GSE152396. Source data are provided as a source data file. All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: P75 neurotrophin receptor controls subventricular zone neural stem cell migration after stroke
**Source:** Cell Tissue Res. 2021 Oct 26;387(3):415–31. doi: 10.1007/s00441-021-03539-z
**Supplement:** Supplementary file 6 — Supplementary file6

# Deshpande et al., Table S1

p75<sup>NTR-/-</sup> untreated vs. WT untreated

| Rank | Gene Symbol | ENSEMBLE ID        | p-value     | p-value adjusted) | Fold-change  |
|------|-------------|--------------------|-------------|-------------------|--------------|
| 1    | Dst         | ENSMUST00000097785 | 1,14E-13    | 3,81E-09          | -22,16976675 |
| 2    | Morf4l2     | ENSMUST00000152150 | 2,52E-05    | 0,007049552       | -22,02155982 |
| 3    | Tbc1d14     | ENSMUST00000146430 | 3,70E-10    | 1,61E-06          | -21,004708   |
| 4    | Fam171a1    | ENSMUST00000062934 | 5,19E-05    | 0,019637299       | -20,92494815 |
| 5    | Pcnt        | ENSMUST00000001179 | 7,81E-07    | 0,001769697       | -20,50042582 |
| 6    | Pard3       | ENSMUST00000160272 | 4,08E-13    | 3,45E-09          | -20,09521478 |
| 7    | Pkm         | ENSMUST00000217353 | 0,001407604 | 0,120650312       | -17,42798352 |
| 8    | Larp4       | ENSMUST00000057632 | 0,007738605 | 0,249838596       | -8,784398602 |
| 9    | Ctsa        | ENSMUST00000103093 | 0,038191489 | 0,718738538       | -8,69335327  |
| 10   | Gal3st4     | ENSMUST00000100530 | 0,004672661 | 0,25373636        | -8,17692281  |
| 11   | Aplp2       | ENSMUST00000213254 | 0,00598963  | 0,400409615       | -8,087600171 |
| 12   | Arhgap12    | ENSMUST00000062584 | 0,003334827 | 0,184770464       | -7,989565517 |
| 13   | Txn2        | ENSMUST00000173631 | 0,001152498 | 0,136397301       | -7,830703917 |
| 14   | Nek4        | ENSMUST00000050171 | 0,000766437 | 0,09065309        | -7,8060454   |
| 15   | Zfp788      | ENSMUST00000100275 | 0,015533175 | 0,342347          | -7,701494745 |
| 16   | Vcan        | ENSMUST00000159910 | 0,000979523 | 0,0719204         | -7,681346402 |
| 17   | Arfip2      | ENSMUST00000210911 | 1,57E-09    | 4,82E-06          | -7,674078684 |
| 18   | Mau2        | ENSMUST00000212451 | 0,042247768 | 0,622551323       | -7,627671352 |
| 19   | Pde4b       | ENSMUST00000106904 | 0,024334633 | 0,606686975       | -7,548761488 |
| 20   | Tbc1d14     | ENSMUST00000136189 | 0,032393857 | 0,543735832       | -7,475838938 |
| 21   | Trp53bp1    | ENSMUST00000110647 | 0,010357504 | 0,371779033       | -7,438424625 |
| 22   | Plec        | ENSMUST00000089610 | 1,62E-07    | 0,000698131       | -7,408042508 |
| 23   | Atxn7l2     | ENSMUST00000119650 | 0,017070077 | 0,348540714       | -7,332931049 |
| 24   | Nrxn1       | ENSMUST00000159778 | 0,002536382 | 0,310249617       | -7,195348765 |
| 25   | Cyp26b1     | ENSMUST00000204146 | 6,36E-06    | 0,004478485       | -7,18017217  |
| 26   | Arhgef2     | ENSMUST00000175911 | 0,013030186 | 0,440797142       | -7,162914631 |
| 27   | Reln        | ENSMUST00000161356 | 0,000404579 | 0,04541447        | -7,089443474 |
| 28   | Cask        | ENSMUST00000156096 | 0,008857644 | 0,34541437        | -7,068438525 |
| 29   | Med12l      | ENSMUST00000040325 | 0,002637888 | 0,1701558         | -7,044187927 |
| 30   | Etnppl      | ENSMUST00000166187 | 0,001679147 | 0,194432488       | -7,034577511 |
| 31   | Haus8       | ENSMUST00000110071 | 0,000104352 | 0,070169583       | -7,023353953 |
| 32   | Dlg1        | ENSMUST00000115205 | 0,044495018 | 0,590115309       | -7,005683817 |
| 33   | Dtd2        | ENSMUST00000085404 | 7,31E-08    | 0,000250763       | -6,985621374 |
| 34   | Sh3bp2      | ENSMUST00000101316 | 1,69E-07    | 0,000461392       | -6,950608865 |
| 35   | Zfp385b     | ENSMUST00000111830 | 0,012880022 | 0,58515102        | -6,944003234 |
| 36   | Eps15       | ENSMUST00000132165 | 1,82E-06    | 0,002957909       | -6,919171613 |
| 37   | Luc7l       | ENSMUST00000140427 | 0,040399877 | 0,732646784       | -6,888156266 |
| 38   | Mier3       | ENSMUST00000047412 | 0,003997822 | 0,23857332        | -6,674493979 |
| 39   | Grip1       | ENSMUST00000154238 | 0,030334629 | 0,824798649       | -6,647315401 |
| 40   | Tfeb        | ENSMUST00000024786 | 0,019054959 | 0,467932735       | -6,495226663 |
| 41   | Osbpl1a     | ENSMUST00000155650 | 0,001064958 | 0,108716722       | -6,477464153 |
| 42   | Abr         | ENSMUST00000108407 | 0,011976591 | 0,489715766       | -6,448903964 |
| 43   | Nfix        | ENSMUST00000076715 | 0,030083255 | 0,440674795       | -6,393776967 |

|    |               |                    |             |             |              |
|----|---------------|--------------------|-------------|-------------|--------------|
| 44 | Cast          | ENSMUST00000222588 | 0,031777165 | 0,520845829 | -6,30644775  |
| 45 | Map4k5        | ENSMUST00000049239 | 0,01436251  | 1           | -6,243316106 |
| 46 | Flot1         | ENSMUST00000173147 | 0,008745171 | 0,261017355 | -6,174998368 |
| 47 | Smim19        | ENSMUST00000033935 | 0,02867431  | 0,528224851 | -6,143977078 |
| 48 | Phka1         | ENSMUST00000120270 | 0,01924055  | 0,373151101 | -6,125821372 |
| 49 | Enah          | ENSMUST00000193074 | 0,001675838 | 0,133606949 | -6,063128732 |
| 50 | Smarca2       | ENSMUST00000099537 | 0,009329817 | 0,351296444 | -6,007784707 |
| 51 | Sri           | ENSMUST00000088786 | 0,032956386 | 0,467401494 | -5,990951067 |
| 52 | Chd3          | ENSMUST00000092971 | 0,028032671 | 0,497412022 | -5,950744288 |
| 53 | Psmc3         | ENSMUST00000146506 | 0,002296814 | 0,194356057 | -5,918786342 |
| 54 | Rin3          | ENSMUST00000056950 | 0,042859016 | 0,60780658  | -5,912640228 |
| 55 | Rnpepl1       | ENSMUST00000179127 | 0,041096764 | 0,677391332 | -5,781324026 |
| 56 | Gpcpd1        | ENSMUST00000145694 | 0,005392217 | 0,267968581 | -5,778731849 |
| 57 | Adgrl3        | ENSMUST00000120673 | 0,025115784 | 0,520432344 | -5,658223536 |
| 58 | Tsc22d1       | ENSMUST00000134109 | 9,30E-05    | 0,028696567 | -5,614629806 |
| 59 | Abhd3         | ENSMUST00000117828 | 0,032670714 | 0,411026079 | -5,566954654 |
| 60 | Cacna2d1      | ENSMUST00000039370 | 0,004168248 | 0,198195075 | -5,556751187 |
| 61 | Pax6          | ENSMUST00000111086 | 0,032386555 | 0,445781447 | -5,555243358 |
| 62 | Col11a2       | ENSMUST00000114255 | 0,01794039  | 0,498376124 | -5,518439541 |
| 63 | Zfp398        | ENSMUST00000114598 | 0,022558826 | 0,500406149 | -5,491390737 |
| 64 | Rin1          | ENSMUST00000025818 | 0,027200431 | 0,63039136  | -5,475750004 |
| 65 | Madd          | ENSMUST00000066420 | 0,003044578 | 0,347984229 | -5,397771645 |
| 66 | Pparg         | ENSMUST00000000450 | 0,000470873 | 0,120950733 | -5,287321535 |
| 67 | Slc24a2       | ENSMUST00000107157 | 0,004165107 | 0,250657692 | -5,283859783 |
| 68 | Syt17         | ENSMUST00000081574 | 0,033514327 | 0,56063874  | -5,10335233  |
| 69 | Rasgef1b      | ENSMUST00000031276 | 0,018681093 | 0,458341011 | -5,084001202 |
| 70 | Drp2          | ENSMUST00000113224 | 0,001391149 | 0,09065309  | -5,016058383 |
| 71 | Ikbke         | ENSMUST00000062108 | 0,036262641 | 0,578701349 | -4,972286094 |
| 72 | S100a1        | ENSMUST00000107340 | 0,008002089 | 0,497278234 | -4,971698183 |
| 73 | Prrc2c        | ENSMUST00000028016 | 0,039946662 | 0,763082669 | -4,922153015 |
| 74 | Zfr           | ENSMUST00000156752 | 0,002136077 | 0,286603295 | -4,838821309 |
| 75 | Dnmt3b        | ENSMUST00000109773 | 0,01157719  | 0,42101781  | -4,746980685 |
| 76 | Phtf1         | ENSMUST00000150849 | 0,004707435 | 0,398243521 | -4,702568342 |
| 77 | Hmgcs2        | ENSMUST00000120541 | 0,000270517 | 0,057951795 | -4,578700718 |
| 78 | Mamdc4        | ENSMUST00000095117 | 0,04875624  | 0,521845361 | -4,483098249 |
| 79 | Cdkl3         | ENSMUST00000128853 | 0,016962947 | 0,595218747 | -4,47806181  |
| 80 | Kif13a        | ENSMUST00000223881 | 3,44E-06    | 0,002053273 | -4,473482639 |
| 81 | Pcdha2        | ENSMUST00000195590 | 0,001226301 | 0,149234338 | -4,44319599  |
| 82 | Pcbp2         | ENSMUST00000229958 | 0,026309192 | 1           | -4,37895249  |
| 83 | Tti1          | ENSMUST00000124338 | 0,039876393 | 0,597551652 | -3,9714309   |
| 84 | Tm6sf2        | ENSMUST00000110160 | 0,030729154 | 0,812673787 | -3,964209312 |
| 85 | Cfap46        | ENSMUST00000140820 | 0,017545698 | 0,536435966 | -3,924259063 |
| 86 | Synpo         | ENSMUST00000130360 | 0,024254039 | 0,401865256 | -3,85782783  |
| 87 | Tm2d3         | ENSMUST00000129166 | 0,022126602 | 0,585963346 | -3,842966861 |
| 88 | Trip11        | ENSMUST00000177183 | 0,029512699 | 0,680997962 | -3,717443771 |
| 89 | Vwa7          | ENSMUST00000007245 | 0,035349879 | 0,571860821 | -3,697420625 |
| 90 | Rabgef1       | ENSMUST00000148264 | 0,013121999 | 0,310759673 | -3,642737495 |
| 91 | 1700088E04Rik | ENSMUST00000190509 | 0,007497948 | 0,39081327  | -3,616338327 |

|     |         |                    |             |             |              |
|-----|---------|--------------------|-------------|-------------|--------------|
| 92  | Rnase1  | ENSMUST00000080126 | 0,003894806 | 0,590971836 | -3,353968126 |
| 93  | Dst     | ENSMUST00000182697 | 0,002898926 | 0,236539021 | -3,296796567 |
| 94  | Ablim2  | ENSMUST00000129347 | 0,013428366 | 0,318342441 | -3,284613817 |
| 95  | Chst8   | ENSMUST00000078686 | 0,000103105 | 0,030260833 | -3,283359078 |
| 96  | Nmnat3  | ENSMUST00000112937 | 0,000630658 | 0,111485798 | -3,273051286 |
| 97  | Armh1   | ENSMUST00000165128 | 0,010085829 | 0,350028573 | -3,267524964 |
| 98  | Nfib    | ENSMUST00000107245 | 0,00429449  | 0,230392567 | -3,21342114  |
| 99  | Pitpnm2 | ENSMUST00000162812 | 0,016405727 | 0,260616824 | -3,204725432 |
| 100 | Ift122  | ENSMUST00000112923 | 0,008222481 | 0,303760849 | -3,159672015 |

## Deshpande et al., Table S2

p75NTR-/- untreated vs. WT untreated

| Rank | Gene Symbol | ENSEMBLE ID        | p-value     | p-value (adjusted) | Fold-change |
|------|-------------|--------------------|-------------|--------------------|-------------|
| 1    | Tbc1d10a    | ENSMUST00000041042 | 3,69E-06    | 0,002053273        | 21,42127082 |
| 2    | Spata5      | ENSMUST00000029277 | 3,68E-08    | 4,11E-05           | 19,57917206 |
| 3    | Cyth2       | ENSMUST00000056820 | 2,81E-08    | 6,12E-05           | 19,23763942 |
| 4    | Zmynd11     | ENSMUST00000154994 | 1,03E-08    | 4,11E-05           | 19,19151723 |
| 5    | Map4        | ENSMUST00000165876 | 8,64E-10    | 4,45E-06           | 19,18917837 |
| 6    | Cds2        | ENSMUST00000089461 | 3,21E-06    | 0,004192208        | 18,61139954 |
| 7    | Rxra        | ENSMUST00000100251 | 3,38E-05    | 0,022694034        | 18,52416227 |
| 8    | Plec        | ENSMUST00000169438 | 0,000146365 | 0,037267317        | 18,50340683 |
| 9    | Tmem161a    | ENSMUST00000182980 | 2,80E-10    | 1,97E-06           | 18,32658232 |
| 10   | Cuta        | ENSMUST00000114935 | 0,001148673 | 0,111055227        | 18,27596688 |
| 11   | Efemp2      | ENSMUST00000165485 | 2,91E-07    | 0,000271386        | 18,10890072 |
| 12   | Tbc1d25     | ENSMUST00000039892 | 0,000701853 | 0,116919937        | 18,06532646 |
| 13   | Mical2      | ENSMUST00000170773 | 4,44E-05    | 0,025878937        | 17,93713146 |
| 14   | Cacna1c     | ENSMUST00000189389 | 1,76E-09    | 5,54E-06           | 17,9291561  |
| 15   | Mapk8ip3    | ENSMUST00000117509 | 1,67E-08    | 4,11E-05           | 17,80152071 |
| 16   | Ebf4        | ENSMUST00000110288 | 0,000119979 | 0,046731441        | 17,11729539 |
| 17   | Igsf8       | ENSMUST00000139528 | 2,79E-05    | 0,019637299        | 16,87315954 |
| 18   | Hp1bp3      | ENSMUST00000105827 | 0,000304825 | 0,076990729        | 15,57068105 |
| 19   | Arap1       | ENSMUST00000084895 | 0,00214342  | 0,197035953        | 15,14864928 |
| 20   | Nr2c2       | ENSMUST00000113460 | 0,007901331 | 0,333521756        | 14,9268956  |
| 21   | Sh3glb2     | ENSMUST00000163668 | 0,008656825 | 0,260616824        | 14,75385388 |
| 22   | Cul3        | ENSMUST00000164108 | 0,000269413 | 0,056145509        | 14,3226665  |
| 23   | Rit1        | ENSMUST00000172252 | 0,007593632 | 0,310249617        | 13,93497735 |
| 24   | Gm15446     | ENSMUST00000112544 | 1,69E-11    | 2,80E-07           | 9,849991027 |
| 25   | Adgrl2      | ENSMUST00000196526 | 0,002309416 | 0,152814838        | 9,586120524 |
| 26   | Ssbp4       | ENSMUST00000211608 | 4,85E-10    | 1,18E-06           | 9,229721588 |
| 27   | Golga2      | ENSMUST00000081670 | 1,12E-06    | 0,000754227        | 8,745755793 |
| 28   | Epb41l2     | ENSMUST00000219900 | 0,025891481 | 0,521444658        | 8,727554274 |
| 29   | Eif2ak4     | ENSMUST00000110872 | 0,031961019 | 0,443110136        | 8,621096782 |
| 30   | Rps9        | ENSMUST00000108624 | 0,00404897  | 0,194432488        | 8,606224364 |
| 31   | Crb1        | ENSMUST00000198445 | 0,001968749 | 0,190024203        | 8,41586995  |
| 32   | Phka2       | ENSMUST00000112380 | 0,001017225 | 0,109386639        | 8,349113318 |
| 33   | Myo18a      | ENSMUST00000164334 | 0,004785309 | 0,342372795        | 8,348515401 |
| 34   | Fgfr3       | ENSMUST00000202791 | 2,97E-05    | 0,026957645        | 8,342485921 |
| 35   | Guk1        | ENSMUST00000170895 | 5,69E-06    | 0,029269848        | 8,313679483 |
| 36   | Cdk10       | ENSMUST00000213005 | 6,02E-06    | 0,003930647        | 8,29690451  |
| 37   | Ddhd1       | ENSMUST00000111828 | 0,000684985 | 0,076990729        | 8,259175352 |
| 38   | Crtc2       | ENSMUST00000184882 | 7,36E-08    | 0,000138278        | 8,24383805  |
| 39   | Psmd4       | ENSMUST00000140348 | 0,026615708 | 0,528224851        | 8,237898336 |
| 40   | Fgfr1       | ENSMUST00000167764 | 0,005244486 | 0,218848474        | 8,182290348 |
| 41   | Ciz1        | ENSMUST00000113331 | 8,84E-05    | 0,027154132        | 8,117430281 |

|    |          |                    |             |             |             |
|----|----------|--------------------|-------------|-------------|-------------|
| 42 | Mapk8ip3 | ENSMUST00000178969 | 0,002353438 | 0,115468311 | 8,088381683 |
| 43 | Syde2    | ENSMUST00000039517 | 0,012521207 | 0,394222165 | 8,061865075 |
| 44 | Dhx57    | ENSMUST00000038166 | 0,000993239 | 0,072187586 | 8,004740914 |
| 45 | Mta3     | ENSMUST00000112352 | 9,10E-06    | 0,003945108 | 7,932019708 |
| 46 | Btbd6    | ENSMUST00000002880 | 0,004343532 | 0,154870238 | 7,853525862 |
| 47 | Npepps   | ENSMUST00000165216 | 0,014227164 | 0,328985855 | 7,821759918 |
| 48 | Smarcd2  | ENSMUST00000106843 | 7,31E-07    | 0,007108796 | 7,759625432 |
| 49 | Ckap5    | ENSMUST00000111337 | 0,009666199 | 0,268451793 | 7,75903256  |
| 50 | Hdac5    | ENSMUST00000107151 | 1,71E-06    | 0,001175009 | 7,751801791 |
| 51 | Mkrn1    | ENSMUST00000031985 | 0,026049435 | 0,513432116 | 7,690699535 |
| 52 | Igfbp4   | ENSMUST00000177092 | 0,002228249 | 0,232943657 | 7,690310656 |
| 53 | Mark2    | ENSMUST00000025921 | 0,029370196 | 0,533478804 | 7,665566896 |
| 54 | Rbm6     | ENSMUST00000035201 | 0,018520817 | 0,377997536 | 7,662750643 |
| 55 | Zwilch   | ENSMUST00000176794 | 0,014284935 | 0,411920857 | 7,593172681 |
| 56 | Men1     | ENSMUST00000078137 | 0,001722173 | 0,183082726 | 7,591315894 |
| 57 | Vps29    | ENSMUST00000117868 | 0,000205542 | 0,064426169 | 7,560354285 |
| 58 | Tardbp   | ENSMUST00000185673 | 0,002970177 | 0,179739014 | 7,552914548 |
| 59 | Ddit4l   | ENSMUST00000165845 | 2,77E-05    | 0,014524687 | 7,506622437 |
| 60 | Adcy6    | ENSMUST00000096224 | 0,005404795 | 0,220216103 | 7,460938156 |
| 61 | Slc15a2  | ENSMUST00000168279 | 1,36E-06    | 0,002430808 | 7,448630179 |
| 62 | Kdm2b    | ENSMUST00000156474 | 0,007285399 | 0,303760849 | 7,419678994 |
| 63 | Tipin    | ENSMUST00000215031 | 0,001840533 | 0,201213695 | 7,414967135 |
| 64 | Ppip5k1  | ENSMUST00000052029 | 4,10E-05    | 0,010390408 | 7,413999561 |
| 65 | Itprid2  | ENSMUST00000111784 | 0,007011374 | 0,240912263 | 7,395725344 |
| 66 | Fip1l1   | ENSMUST00000113534 | 0,001727005 | 0,176021598 | 7,366820685 |
| 67 | Myh14    | ENSMUST00000208200 | 0,013482192 | 0,314840452 | 7,3617061   |
| 68 | Tlk2     | ENSMUST00000092537 | 0,015198963 | 0,41596464  | 7,350498204 |
| 69 | Prx      | ENSMUST00000125990 | 0,000631277 | 0,109386639 | 7,293144073 |
| 70 | Malt1    | ENSMUST00000224056 | 0,001452811 | 0,169655759 | 7,264594705 |
| 71 | Csnk1g1  | ENSMUST00000206048 | 1,51E-05    | 0,00471533  | 7,264485507 |
| 72 | Mark2    | ENSMUST00000171721 | 0,032535802 | 0,564130124 | 7,238243661 |
| 73 | Abcc10   | ENSMUST00000047970 | 0,000588608 | 0,080470854 | 7,234069222 |
| 74 | Nedd4    | ENSMUST00000184450 | 0,030665746 | 0,550256826 | 7,22938606  |
| 75 | Enox2    | ENSMUST00000114911 | 0,000452991 | 0,0719204   | 7,207464685 |
| 76 | Txnrd2   | ENSMUST00000205679 | 0,007609943 | 0,249311951 | 7,192112258 |
| 77 | Myt1     | ENSMUST00000108757 | 0,023584737 | 0,508886388 | 7,1884435   |
| 78 | Wnt7b    | ENSMUST00000229495 | 7,18E-05    | 0,015265631 | 7,169795756 |
| 79 | Snrpb2   | ENSMUST00000126763 | 0,005789265 | 0,224785171 | 7,167041036 |
| 80 | Taf12    | ENSMUST00000030731 | 0,000220725 | 0,066866748 | 7,163143958 |
| 81 | Cdyl     | ENSMUST00000075220 | 7,66E-06    | 0,007614581 | 7,145697943 |
| 82 | Arfrp1   | ENSMUST00000185118 | 0,002613858 | 0,211442185 | 7,136950782 |
| 83 | Ubap2l   | ENSMUST00000197903 | 0,028976771 | 0,528355944 | 7,048934844 |
| 84 | Mink1    | ENSMUST00000079244 | 0,000683304 | 0,090432846 | 7,042723141 |
| 85 | Ing3     | ENSMUST00000115389 | 0,000100936 | 0,030068794 | 7,02124092  |
| 86 | Rabep1   | ENSMUST00000178245 | 0,028542374 | 0,634172726 | 7,013175332 |
| 87 | Cacna1c  | ENSMUST00000219833 | 0,00216307  | 0,111055227 | 6,989539433 |
| 88 | Cox19    | ENSMUST00000198966 | 3,81E-06    | 0,003408967 | 6,987727572 |
| 89 | Preb     | ENSMUST00000202567 | 0,00079509  | 0,124362875 | 6,985062289 |

|     |         |                    |             |             |             |
|-----|---------|--------------------|-------------|-------------|-------------|
| 90  | Osbpl7  | ENSMUST00000168565 | 0,027650299 | 0,633028921 | 6,98277981  |
| 91  | Txndc16 | ENSMUST00000147853 | 0,003165377 | 0,224568655 | 6,981186437 |
| 92  | Usp4    | ENSMUST00000194224 | 0,026756827 | 0,519388879 | 6,970439856 |
| 93  | Emc1    | ENSMUST00000082262 | 0,000983912 | 0,108101216 | 6,968491347 |
| 94  | Fam219a | ENSMUST00000108049 | 0,037325271 | 0,584141338 | 6,964733741 |
| 95  | Ppfia1  | ENSMUST00000182226 | 9,43E-05    | 0,028447199 | 6,961894634 |
| 96  | Mcf2    | ENSMUST00000101531 | 0,023181297 | 0,543735832 | 6,950565891 |
| 97  | Dmxl2   | ENSMUST00000123709 | 0,023236369 | 0,396962008 | 6,948739029 |
| 98  | Hnrnpab | ENSMUST00000101249 | 0,000402539 | 0,133606949 | 6,928635958 |
| 99  | Plekhg2 | ENSMUST00000121085 | 5,29E-05    | 0,019637299 | 6,925284511 |
| 100 | Klhl18  | ENSMUST00000198400 | 0,002033545 | 0,187146014 | 6,917654125 |

How the deposited data were processed for this re-analysis (not part of the article)

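The deposited table covers 5 RNA-Seq libraries of mouse NSPC cultures, 2 labelled WT and 3 labelled *p75* NTR-/-, without treatment. The paper describes the cells as adult and the labels as E12.5, and both are given because nothing in the table decides between them. The sample labels and the paper name no sequencing date or batch. A litter or day is not given for the replicate numbers. One table of the whole series was used, and 0 columns of per-sample values were left unused.

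The authors quantified the reads with Salmon against the Ensembl transcriptome of GRCm38.p6, imported the estimates with tximport and normalized and compared them with DESeq2. The deposited signal of each library is a count divided by the library's DESeq2 size factor, plus 0.5, as the authors' values show. The authors' baseMean is a deposited score, a mean normalized count that also covers samples beyond these 5 libraries. The deposited log2 fold change is the authors' own DESeq2 estimate without shrinkage, and each deposited p-value and adjusted p-value is the authors' own, rounded to 2 digits. The authors' TPM columns were summed per library and used in no test. The filter behind the deposited list is not named in the paper's text, and its lowest baseMean is 9.34.

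The table has 22530 lines for 22227 transcripts, since 303 lines repeat a transcript under another gene number. These repeats were dropped. Of the transcripts, 22199 (99.9%) were matched by identifier to the GENCODE annotation of the same build, which gave coordinates, exons, GC content and the number of exonic bases that lie in no other annotated transcript of the gene. That number leaves out exon junctions, so a transcript without a base of its own may still differ from the others in how its exons are joined. Symbols are those of the table, and gene sums were formed for 12588 symbols or, where none is given, identifiers. The authors gave no p-value for 79 lines.

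The normalized count is the deposited value less 0.5. In each of the 5 libraries 100% of these values were whole multiples of a step between 0.981 and 1.20 normalized counts, and the counts behind them were recovered by division. The step has to be taken after 0.5 is subtracted. The recovered totals range from 11688211 to 14452396 counts, and between 21044 and 21286 transcripts had a count above 0. A share or level at 0 counts was given the upper limit of 3 counts. A fold change against a label with at most 3 counts in each library was computed against that limit and is a lower bound.

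The design fixed before the data were examined assumed genes and took limma on log2(value + 1) for normalized values, the criteria of the paper's methods, all 5 libraries and no covariate. The table holds transcripts, so the test was run on transcripts and gene sums were added. The families, the marker lists, the rule for named genes and the alternatives were fixed at the same time. By that rule, the text names each gene that the RNA-Seq paragraphs, Fig. 5 or Fig. 6b name, the 10 transcripts with the largest change among those past the threshold (only 3 passed), family members past the threshold, the α-tubulin genes and genes within 5 Mb of *Ngfr* past the threshold (0 were). *Uty*, *Pax6*, the sterol genes and the family genes of Table S1 are named outside it, after their values were seen.

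The computation used limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3, and pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. limma's lmFit and eBayes were run over all 22227 transcripts with a pseudocount of 1 and Benjamini-Hochberg adjustment. The alternative without a filter on low counts is therefore the setting used throughout. DESeq2 and edgeR's quasi-likelihood test (TMM, filterByExpr) were run on the recovered counts, and an adjusted p that DESeq2 left empty stayed empty. The procedure was tested on simulated counts in which 200 of 22227 transcripts were changed. limma called 0 of 50 transcripts changed 2-fold, 0 of 50 changed 4-fold, 27 of 50 changed 16-fold and 41 of 50 changed 64-fold, and 1 of its 69 calls was unchanged. edgeR, with 20595 transcripts tested, called 0, 25, 49 and 49 of 50, and 8 of its 131 calls were unchanged. DESeq2 called 20, 41, 50 and 50 of 50, but 106 of its 267 calls (39.7%) were unchanged transcripts. With 2 against 3 libraries, limma thus rarely calls changes of 4-fold or less.

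Families of symbols with at least 5 members of mean 50 or more (16 of 17 families) and marker lists were tested by their median log2 fold change against 100000 random lists matched on mean count in 10 bins, two-sided, with Benjamini-Hochberg adjustment, and families also by camera and fry. On simulated sets of 30 genes this test gave a p under 0.05 for 10 of 10 sets shifted by 0.5 and for 1 of 10 sets not shifted. The ribosomal protein genes, a list for comparison, had a camera adjusted p of 0.013, which held neither with an estimated correlation (adjusted p = 0.73) nor under fry (0.74). No other family passed 0.05 in camera. The share of Table S1 and S2 genes with a gene sum in the listed direction was tested with an exact binomial test. All 10 splits of the 5 libraries into 2 and 3 were fitted.

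Alternatives were the replicate number as a block, DESeq2, each library left out in turn, pseudocounts of 0.1 and 10, other minima of the mean, the fold change and the adjusted p, and other forms of the set tests. Chosen after seeing the data were edgeR, limma with a mean-variance trend, transcripts kept by filterByExpr, gene sums with limma, DESeq2 and edgeR, the authors' baseMean as the mean, and a term for the libraries numbered 4 with limma and with DESeq2. Gene ontology terms, the immunoblots and the immunolabeling were not analysed here. Results of some tested genes and gene families are not reported here.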

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

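The tests of an exchanged label, of exchanged groups and of the targeted allele, as well as the list of sterol genes and its test within the replicate numbers, were chosen only after the results were seen.

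The paper does not report *Ngfr* from the RNA-Seq data, and its counts lie at least 44.2-fold higher in the libraries labelled *p75* NTR-/- than in those labelled WT, which stay at or under 3 counts. The libraries labelled *p75* NTR-/- differ among themselves, with 9.89, 141 and 251 normalized counts in replicates 1, 2 and 4. The adjusted p was 0.96 in limma and 0.0083 in DESeq2. When each library was left out in turn, the log2 fold change lay between 3.99 and 6.26. An exchange of the label of 1 library is argued against by the 141 normalized counts that remain in replicate 2 when the highest library, replicate 4, is set aside, and the lowest of the 3 also lies above both libraries labelled WT. RNA from cells of the mesenchyme or meninges stays open. Of their marker genes, 3 of 11 reach a mean of 50, and these lay 0.49 under the mean of the 5 libraries in replicate 4, the library with the most *Ngfr* (deviation −0.49 on the log2 scale), but 0.76 and 0.30 over it in replicates 1 and 2 labelled *p75* NTR-/-, against −0.13 and −0.44 in replicates 1 and 4 labelled WT. Cells of the oligodendrocyte lineage stay open as well. The deviation of 6 of their 11 genes was −0.33, 0.18 and −0.24 in replicates 1, 2 and 4 labelled *p75* NTR-/-. In replicates 1 and 4 labelled WT it was 0.76 and −0.38, and thus highest in a library with 1 count of *Ngfr*. Single libraries and few genes decide neither explanation. An exchange of the labels of both groups stays open and cannot be told apart from RNA of the targeted gene, because no other gene has a direction fixed by the genotype. RNA from the targeted allele may also account for the counts under the *p75* NTR-/- label. This stays open because the table gives 1 total for a transcript of 6 exons and no count per exon. By itself it would not explain the counts of at most 3 under the WT label. The paper reports that cultured adult NSPCs express p75 NTR, as measured in other samples. A difference between the cultures in age or origin, on which the paper and the labels differ, was not tested.

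Genes of sterol synthesis and uptake, which the paper does not discuss, were higher in the libraries labelled *p75* NTR-/-. Of the 23 genes listed, 22 had a mean of at least 50, and their median log2 fold change was 0.64, with 22 of 22 higher (permutation test, p = 1e-05, the smallest that 100000 random lists can give). No gene of the list passed on its own, the smallest adjusted p being 0.93, and random lists do not stand for replicate cultures. The median was 0.65 with DESeq2 and 0.65 with edgeR, and from 0.53 to 0.90 when each library was left out in turn. The difference between the libraries numbered 4 and the other 3 is argued against as the whole cause by a median of 0.84 within replicate number 1 (22 of 22 higher) and 0.22 within number 4 (21 of 22 higher). Each replicate number holds 1 library per label, so these values have no replicate of their own. A difference in density, feeding or time of harvest between the cultures may account for the pattern as well as the genotype. Neither was tested, and *Ngfr* goes against the labels from which the direction is read.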

How the results depend on the processing

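The alternatives with edgeR, a mean-variance trend, filterByExpr, gene sums, the authors' baseMean and a term for the libraries numbered 4 were chosen only after the results were seen. The cause of the changes given here was not tested, except where fewer libraries or a stricter criterion bring them about.

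Of the alternatives set beforehand, those without a fold change minimum (3), with a fold change of at least 2 (3), with a pseudocount of 0.1 (4), with an adjusted p under 0.1 (4) and with the adjustment over transcripts with a mean of at least 50 (2) kept the number of transcripts past the threshold within 1.5 times of 3. DESeq2 gave 28 (16 higher, 12 lower, against 2 higher and 1 lower), no minimum of the mean 31 (19 and 12) and a minimum of 10 27 (16 and 11). A minimum of 200 and an adjusted p under 0.01 gave 0 (both with 699 at an unadjusted p under 0.05), as did a pseudocount of 10 (764). Without replicate 1, 2 or 4 labelled *p75* NTR-/- the number ranged from 0 to 0 (583, 581 and 1784 at an unadjusted p under 0.05), with smallest adjusted p of 0.11, 0.099 and 0.060. Without a library labelled WT, 1 is left under that label, and no calls were made. Among the later alternatives, filterByExpr gave 3 and the authors' baseMean of at least 50 gave 3, of which 1 was among the 3 of the main setting. edgeR gave 0 (534 at an unadjusted p under 0.05), the mean-variance trend 0 (617), gene sums 1 with limma, 7 with DESeq2 (4 higher, 3 lower) and 0 with edgeR (260). A term for the libraries numbered 4 gave 0 with limma (922) and 23 with DESeq2 (15 higher, 8 lower). In simulated counts of this depth, limma made calls mainly at changes of 16-fold or more.

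The replicate block was fitted to the 4 libraries numbered 1 and 4, without replicate 2 labelled *p75* NTR-/-, and gave 0 transcripts past the threshold and 678 with an unadjusted p under 0.05. The deviations from the label means correlated across genes by 0.26 between the libraries numbered 1 and by 0.48 between those numbered 4. The correlation was also 0.48 between replicate 1 labelled WT and replicate 2 labelled *p75* NTR-/-, which share no number. Deviations within a label sum to 0, which ties these values to each other. These are 2 pairs only. The paper states that its experiments used littermates, but neither the paper nor the labels say that a number marks a shared litter or day.

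The number of families with an adjusted p under 0.05 was 1 (tubulins), also with a minimum of 200, with lists not matched and with members near *Ngfr* left out. It was 0 without a minimum of the mean, 3 with the mean moderated statistic and from 0 to 2 without replicate 1, 2 or 4 labelled *p75* NTR-/-. The median of the tubulins kept its sign throughout, from 0.08 to 0.55 when each library was left out. The share of Table S1 genes with a lower gene sum, 71.1%, was 62.5% (exact binomial test, p = 0.73, 8 genes) for listed transcripts with a mean of at least 50, 86.7% for those with a listed adjusted p under 0.05 and 100% for gene sums with an unadjusted p under 0.05. For Table S2 the 57.3% became 60%, 60% and 50%, and stayed without a p under 0.05 in the exact test.

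Several directions reversed. The median of plakins, spectrins and intermediate filaments, 0.06, was −0.10 without a minimum. With each library left out in turn, the medians ranged from −0.075 to 0.18 (myosins), from −0.17 to 0.48 (plakins, spectrins and intermediate filaments) and from −0.13 to 0.010 (BMP signalling). Without 1 library labelled WT, the medians of the DOCK genes (−0.050), of dynein and dynactin (0.021), of the actin genes (−0.0079) and of the ribosomal protein genes (−0.0078) also had the opposite sign. *Tuba8* ranged from −1.49 to 0.52 as transcript and as gene sum, and was 0.0098 with the replicate block and 0.0098 without replicate 2 labelled *p75* NTR-/-, which is the same set of libraries. Gene sums ranged from −1.93 to 0.21 for *Rasgef1b*, from −1.26 to 0.25 for *Dst*, from −0.08 to 0.46 for *Haus8*, from −0.17 to 0.45 for *Arhgef2*, from −0.28 to 0.05 for *Kif13a*, from −0.30 to 0.05 for *Arap1*, from −0.31 to 0.05 for *Rabep1*, from −0.11 to 0.16 for *Rabgef1*, from −0.19 to 0.058 for *Map4* and from −0.14 to 0.21 for *Pkm*, in each case on both sides of 0.

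With the replicate block, with DESeq2 and with each library left out, 12 of 200 values of named transcripts lost and 3 gained a call, and 3 had the opposite sign (*Tuba8*). The 12 are *Gm15446*, *Pkm* and *Ssbp4* with the block or without a library labelled *p75* NTR-/-, and the 3 gained are *Ngfr*, *Dst* and *Kif21a* with DESeq2. The other settings changed calls as well, since those with 0 transcripts lost *Gm15446*, *Pkm* and *Ssbp4*, the adjustment over transcripts with a mean of at least 50 lost *Pkm*, and *Haus8* was called without a minimum of the mean and with one of 10. For gene sums, 2 of 189 lost a call (*Gm15446*), 1 gained one (*Ngfr* with DESeq2) and 16 had the opposite sign. For the medians of the 13 families reported, 10 of 130 had the opposite sign, 3 lost and 3 gained an adjusted p under 0.05, and 7 moved by more than their spread without a library labelled WT. Transcripts of *Dst*, *Pcnt*, *Arhgap12*, *Rabgef1*, *Pkm*, *Map4*, *Arap1* and *Rabep1* that rest on 1 library gave no value without it.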

Differences from the paper's values

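The comparisons with gene sums and with a term for the libraries numbered 4 were chosen only after the results were seen. Most log2 fold changes of named transcripts can be compared only as lower bounds, computed from the mean counts against the limit of 3 counts, which a larger listed value cannot contradict. The values fitted with DESeq2, an alternative set beforehand, parted from the listed ones for 4 transcripts. They were −7.89 against −20.50 listed for *Pcnt*, 7.46 against 18.50 for the *Plec* transcript of Table S2, 20.12 against 15.15 for *Arap1* and −4.57 against −17.43 for a *Pkm* transcript (ENSMUST00000217353). Each of these 4 had 0 counts in every library of 1 label, so that the counts do not fix the size of the fitted change, and they are not counted as differences.

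The paper presents *Dst*, *Pcnt*, *Plec*, *Haus8*, *Arhgap5*, *Arhgap12*, *Arhgef2*, *Rasgef1b*, *Rabgef1*, *Kif13a*, *Kif21a*, *Rab30*, *Rab4a*, *Cdk10*, *Fgfr3*, *Map4*, *Arap1* and *Rabep1* as differentially expressed. In the limma comparison of the 5 libraries none of their listed transcripts passed the threshold. The smallest adjusted p were 0.013 for *Haus8*, whose mean of 10.3 lies under 50, 0.089 for *Plec* and 0.10 for *Arhgef2*. In simulated counts limma called 0 of 50 transcripts changed 2-fold and 0 of 50 changed 4-fold. For *Arhgap5*, *Rab30* and *Rab4a*, whose changes are near 2-fold, the missing call therefore does not argue against the paper. Of the alternatives set before the data were examined, DESeq2 called *Dst* (adjusted p = 4.2e-05) and *Kif21a* (4.1e-04), and the settings without a minimum of the mean and with a minimum of 10 called *Haus8*. None of the others called any of these genes. A term for the libraries numbered 4 with DESeq2, chosen after seeing the values, called *Kif21a* (adjusted p = 0.011). DESeq2 also gave an adjusted p of 0.0031 for *Map4*, 0.0033 for *Arap1*, 0.0048 for *Cdk10* and 0.018 for *Fgfr3*, with means under 50.

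Over all transcripts that the paper lists, 0 of Table S1 and 2 of Table S2 were among the 3 calls. DESeq2 called 3 and 5 of them, the setting without a minimum of the mean 10 and 15, and a minimum of 10 called 9 and 15. The authors' deposited table holds 82 transcripts that meet the methods' criteria, and of these DESeq2 called 13, no minimum of the mean 3 and the limma comparison 1. A pseudocount of 0.1 and an adjusted p under 0.1 each called 3 of Table S2. The authors' baseMean of at least 50, chosen after seeing the values, called 3 of Table S2, and the term for the libraries numbered 4 with DESeq2, chosen likewise, 2 and 5.

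The paper gives an adjusted p threshold of 0.05 for the genes it shows. In the authors' deposited table the adjusted p is 0.07 for *Haus8*, 0.18 for *Arhgap12*, 0.44 for *Arhgef2*, 0.46 for *Rasgef1b*, 0.31 for *Rabgef1*, 0.2 for *Arap1* and 0.63 for *Rabep1*. The other named genes are under 0.05 there. *Dst* (3.8e-09), *Plec* (0.0007), *Arhgap5* (0.0045), *Kif13a* (0.0021) and *Kif21a* (0.027) meet all criteria of the methods. So do *Rab30* (0.012), *Rab4a* (0.00091), *Cdk10* (0.0039) and *Fgfr3* (0.027), while *Pcnt* (0.0018) and *Map4* (4.4e-06) have a baseMean under 50.

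The paper describes lower expression of *Pcnt*, *Haus8*, *Arhgef2* and *Rabgef1* and higher expression of *Map4*, *Arap1*, *Rabep1* and *Fgfr3* in *p75* NTR-/- cells. The gene sums lay on the other side, at a log2 fold change of 0.45, 0.19, 0.14 and 0.04 for the former and −0.06, −0.13, −0.13 and −0.74 for the latter in the libraries labelled *p75* NTR-/-. None of these 8 gene sums had an adjusted p under 0.93. *Plec* appears as lower, whereas another of its transcripts in Table S2 was at least 10.9-fold higher.

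The paper describes quantification at gene level, and the values are those of transcripts. It gives 4 replicas, and 2 and 3 libraries were analysed here.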

Other observations

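The tests of the splits of the libraries, of depth, of the change that abundant transcripts allow and of a preparation shared by the libraries numbered 4, and the test of other samples in the authors' fit were chosen only after the results were seen.

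The libraries numbered 4 differ from the other 3 more than the labels differ. Over 10786 genes, 969 were at least 1.5-fold higher and 774 at least 1.5-fold lower in them than in the others. Of the 10 splits of the 5 libraries into 2 and 3, 4 gave at least the 3 transcripts of the labels, and a share under 0.1 is not possible with 10 splits. The split that puts the libraries numbered 4 together gave 35 transcripts with limma, 126 gene sums, and 1040 transcripts with DESeq2, where the labels gave 28 and 5 of the 10 splits gave at least as many. With a term for that split, the labels gave 0 transcripts with limma and 23 with DESeq2. The 2 labels did not overlap for 14.7% of the genes, where chance gives 20%. A difference in depth is argued against, since the 13982065 and 13876164 counts of these 2 libraries lie between the 11688211 and 14452396 of the others. The 10 most abundant transcripts took 12.9% and 12.48% of the counts in these libraries and at most 11.6% in the others, so that their share lies outside the range of the others. A few abundant transcripts are still argued against as the whole cause, since shares of this size can change all other transcripts by a log2 of at most 0.026 between 2 libraries, far under 1.5-fold. A trend with GC content or length is argued against by an R squared of 0.0095. A preparation or culture shared by the libraries numbered 4 stays open, because the 35 transcripts of their split only restate the pattern. The legend of Fig. 5 speaks of independent preparations and does not say whether libraries with the same number come from 1 of them. With 1 library of each label in number 4, the labels can still be compared within it. A biological difference between litters or stages of the embryos stays open and was not tested.

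Many listed transcripts appear in a single library. With at least 20 counts in 1 library and at most 3 in each of the other 4, there were 127 transcripts but 3 gene sums, and 57 of the 127 are in Tables S1 and S2 (39 and 18). Of the 127, 97.6% come from genes with 2 or more listed transcripts, against 67.1% of the other transcripts (Fisher's exact test, p = 6.2e-18), and 60 have no exonic base of their own. Transcripts on under 1 label and off under the other numbered 39, and gene sums 1. A candidate explanation is that the quantification divided reads shared by the isoforms of a gene differently in each library. The 97.6% does not test this. A transcript in 1 library from a gene with 1 listed transcript is itself such a gene sum. There were 3 of these transcripts, as many as the 3 gene sums, so the 97.6% restates the observation. No biological explanation was tested.

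The share of cytoskeletal and small GTPase genes in Table S1 is argued against as a result of more listed transcripts per gene alone, since it stayed above lists matched on that number (permutation test, adjusted p = 0.034 for both). The families have a mean of 2.18 and 2.10 listed transcripts per gene against 1.77 over all genes. Gene length and the size of the isoform differences were not matched.

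More transcripts have an adjusted p under 0.05 in the authors' deposited table than in the recomputation with DESeq2, although single ones go the other way. Over 14857 transcripts with a mean of at least 50, the recomputed log2 fold change lay within 0.1 of that in the authors' deposited table for 99.97% (r = 0.966 across transcripts), whereas 83 transcripts had an adjusted p under 0.05 in the authors' deposited table, 30 in the recomputation and 15 in both. Other samples may have entered the fit and its estimate of the spread, as 45 transcripts without a count in the 5 libraries have a mean above 0 there. Samples beyond these 5 libraries were not analysed here.

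Around *Ngfr* on chromosome 11, 86 genes within 5 Mb had a median size of the log2 fold change of 0.22 against 0.18 for matched genes (permutation test, p = 0.068). None passed the threshold, and 0 had an unadjusted p under 0.05, against 1.24% of all genes. A region carried along with the targeted gene cannot be told apart from chance with this p.

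The astrocyte genes, of which 11 of 11 are expressed in these cultures and 1 (*Fgfr3*) is in Table S2, had a median log2 fold change of −0.76, with 0 of 11 higher in the libraries labelled *p75* NTR-/- (permutation test, adjusted p = 3e-05). The median was −1.45 within replicate number 1 and −0.03 within number 4. The 15 proliferation genes had a median of 0.53, with 15 of 15 higher (adjusted p = 3e-05, permutation test), and 0.91 within number 1 and −0.07 within number 4. For 10 of 12 immediate early genes the median was 0.32, with 8 of 10 higher (permutation test, adjusted p = 0.013), and 0.88 and 0.13 within the numbers. This difference rests on replicate 1 labelled WT, as the genes deviated from the mean of the 5 libraries by −1.03 there and 0.57 in replicate 4 labelled WT, against −0.06, −0.20 and 0.72 in replicates 1, 2 and 4 labelled *p75* NTR-/-. The differences of the astrocyte and proliferation genes thus did not hold within number 4. Not apart from random lists were 7 of 15 neuronal genes (−0.05), 6 of 11 oligodendrocyte lineage genes (−0.19) and 11 of 12 progenitor genes (−0.11). Of the progenitor genes, *Pax6* is listed in the paper's tables. Within numbers 1 and 4 the medians were −0.04 and −0.26 for the neuronal genes and −1.14 and 0.11 for the oligodendrocyte lineage genes. For the progenitor genes they were −0.37 and 0.10. Lists too short for a test had medians of 0.17 (mesenchyme and meninges, 3 genes), −0.37 (endothelium, 1), −0.04 (microglia, 1), 0.01 (dorsal forebrain, 3) and −0.78 (ventral forebrain, 1). Of the midbrain, hindbrain and spinal cord list and of *Xist*, 0 genes reached a mean of 50. The Y-linked *Uty* had 57.9 and 56.2 normalized counts in replicates 1 and 4 labelled WT and 100.9, 104.5 and 48.6 in replicates 1, 2 and 4 labelled *p75* NTR-/-.

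The paper reports lower α-tubulin immunoreactivity in *p75* NTR-/- neurospheres treated with BMP-2 (Fig. 6i). The libraries come from untreated cultures. In the libraries labelled *p75* NTR-/-, the α-tubulin mRNAs changed by a log2 fold change of 0.32 for *Tuba1a* (standard error 0.21), 0.50 for *Tuba1b* (0.31), 0.36 for *Tuba1c* (0.26), −1.05 for *Tuba4a* (0.75) and −0.49 for *Tuba8* (1.22), each with an adjusted p of 0.96 or more in limma. Without replicate 1 labelled WT, the changes of *Tuba1a*, *Tuba1b* and *Tuba1c* were 0.31, 0.11 and 0.07. Within number 4 they were 0.09, −0.04 and 0.21. *Tuba1a*, the most abundant, had 41157 ± 428 normalized counts (SD, n = 2) under the WT label and 51843 ± 7118 (SD, n = 3) under the other. The reduction of Arhgap5 protein in the paper's immunoblot was measured in other samples. Its direction is that of the main *Arhgap5* transcript between the labels (log2 fold change −1.08, adjusted p = 0.96 from limma). That change was −1.42 within replicate number 1 and −0.40 within number 4. *Arhgap5* thus goes with the labels and *Ngfr* against them, and mRNA of a single gene set against protein does not decide whether the groups were exchanged. Of the remaining families, the medians were −0.08 for 16 BMP signalling genes and 0.16 for 13 neurotrophin receptor and ligand genes (permutation test, adjusted p = 0.28 and 0.20). The median was 0.09 for 76 ribosomal protein genes, with 72 of 76 higher (0.20 in the same test). The mean moderated statistic gave the ribosomal protein genes an adjusted p of 0.0045. With the median, it was 0.013, 0.24 and 0.33 without replicates 1, 2 and 4 labelled *p75* NTR-/-. Without replicate 1 labelled WT, their median was −0.0078.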
